# MicroRNA profile of extracellular vesicles released by Müller glial cells

**DOI:** 10.3389/fncel.2023.1325114

**Published:** 2024-01-18

**Authors:** William D. B. Lamb, Karen Eastlake, Joshua Luis, Najam A. Sharif, Peng T. Khaw, G. Astrid Limb

**Keywords:** retina, Müller glia, extracellular vesicles, microRNA, neuroprotection

## Abstract

**Introduction:**

As with any other radial glia in the central nervous system, Müller glia derive from the same neuroepithelial precursors, perform similar functions, and exhibit neurogenic properties as radial glia in the brain. Müller glial cells retain progenitor-like characteristics in the adult human eye and can partially restore visual function upon intravitreal transplantation into animal models of glaucoma. Recently, it has been demonstrated that intracellular communication is possible via the secretion of nano-sized membrane-bound extracellular vesicles (EV), which contain bioactive molecules like microRNA (miRNA) and proteins that induce phenotypic changes when internalised by recipient cells.

**Methods:**

We conducted high-throughput sequencing to profile the microRNA signature of EV populations secreted by Müller glia in culture and used bioinformatics tools to evaluate their potential role in the neuroprotective signalling attributed to these cells.

**Results:**

Sequencing of miRNA within Müller EV suggested enrichment with species associated with stem cells such as miR-21 and miR-16, as well as with miRNA previously found to play a role in diverse Müller cell functions in the retina: miR-9, miR-125b, and the let-7 family. A total of 51 miRNAs were found to be differentially enriched in EV compared to the whole cells from which EV originated. Bioinformatics analyses also indicated that preferential enrichment of species was demonstrated to regulate genes involved in cell proliferation and survival, including PTEN, the master inhibitor of the PI3K/AKT pathway.

**Discussion:**

The results suggest that the release by Müller cells of miRNA-enriched EV abundant in species that regulate anti-apoptotic signalling networks is likely to represent a significant proportion of the neuroprotective effect observed after the transplantation of these cells into animal models of retinal ganglion cell (RGC) depletion. Future studies will seek to evaluate the modulation of putative genes as well as the activation of these pathways in in vitro and in vivo models following the internalisation of Müller-EV by target retinal neurons.

## Background

It has long been recognised that Müller glia, the radial glia of the retina, provide structural and key metabolic support to all retinal neurons (Reichenbach and Bringmann, 2020). As with any other radial glia in the central nervous system, they derive from the same precursors (Pacary et al., 2012), perform similar functions, and exhibit neurogenic properties as radial glia in the brain (Mori et al., 2005; Than-Trong and Bally-Cuif, 2015). In the zebrafish, Muller glial have been shown to regenerate the retina throughout life (Lenkowski and Raymond, 2014), and in the adult human retina, Müller glia with markers of regenerative cells with no evidence of regenerative functions have been identified (Eastlake et al., 2021).

Mammalian retinal neurons are incapable of spontaneous regeneration after injury, a characteristic that underpins retinal neurodegenerative conditions such as glaucoma, which is characterised by progressive death of retinal ganglion cells (RGCs), optic nerve damage, and subsequent loss of vision (Quigley, 1999; Tham et al., 2014). Current treatment strategies for glaucoma are based on controlling disease progression but are unable to repair existing neural damage and often fail to halt further neural loss (Sharif, 2023). Recent research in the stem cell field and the identification of Müller glia neuroprotective ability in the human retina have provided hope for the use of these cells in new therapies to maintain the viability and function of remaining neurons and potentially repair axonal damage (Singhal et al., 2012).

Previous studies have shown that Müller glia isolated from both the adult human retina and retinal organoids derived from pluripotent stem cells significantly improve visual function when transplanted into the vitreous of animal models of RGC depletion (Singhal et al., 2012; Becker et al., 2016; Eastlake et al., 2019). In these studies, improvement of visual function occurs despite the lack of integration of the transplanted cells, for which this effect has been attributed to the local release of neuroprotective factors by grafted Müller glia. On this basis, grafted cells could be considered “factories” for the long-term production and release of pro-survival molecules capable of protecting retinal neurons and preserving their function.

Secreted extracellular vesicles (EVs) comprising cytosol enclosed within a lipid membrane have been identified as a significant mode of intercellular communication. It has been proposed that EV-mediated transfer of molecules represents a hitherto under-appreciated mode of glial cell function within the nervous system (Budnik et al., 2016), and that EVs are a key component of the mechanism of action attributed to various stem cell-based therapies (Mendt et al., 2019). In particular, EVs have an innate ability to transfer genetic information and thus modulate gene transcription in target cells (Valadi et al., 2007; El-Andaloussi et al., 2012). Since the content of EV appears to be specific to the cells from which they derive, it has been suggested that these may represent a simple and sustainable source of neuroprotective molecules for application in retinal neurodegenerative conditions. Unlike whole cell transplants, soluble factors, or oligo-based therapies, EVs are non-replicative, highly stable, and easy to source (Kou et al., 2022).

Current lines of research focus on the ability of EV to transfer small non-coding RNA species, predominantly micro-RNA (miRNA), which are able to suppress the translation of specific mRNAs via the RNA-induced silencing complex (RISC) (Valadi et al., 2007). In the context of retinal neurodegeneration, previous studies suggest that the delivery of specific miRNAs via Schwann cell-derived exosomes into cultured neurons can promote neuritogenesis, and miRNA transfer has been suggested to be responsible for the neuroprotective efficacy of mesenchymal stem cell (MSC) exosomes in a rodent model of RGC depletion (Mead and Tomarev, 2017; Ching et al., 2018).

Given that Müller glia confer neuroprotection when transplanted into animal models of retinal degeneration (Becker et al., 2016; Eastlake et al., 2019), it is possible to suggest that miRNAs and proteins delivered via EV may be responsible for some or all of these effects. In the present study, we investigated the miRNA signature of Müller glia-derived EV by high-throughput sequencing and examined potential mRNA targets and putative pathways of activation for transcripts of interest.

## Methods

### Culture of the Müller cell MIO-M1

The Müller cell line (MIO-M1) established in our laboratory and derived from normal retinae (Limb et al., 2002) was used in the study. Each cell preparation was grown to a confluent monolayer on plastic flasks in DMEM containing 10% FCS. MIO-M1 cells used for EV isolation were between passages 20 and 30.

### Isolation of extracellular vesicles from Muller glial cell cultures

Extracellular vesicles were purified from Muller glial cell culture supernatants using ultracentrifugation in a protocol modified from that previously described by Gupta et al. (2018). Briefly, Müller cell cultures were grown to 80% confluence (to approximately 1.2×10^7^ cells) under standard conditions in 175 cm^2^ culture flasks and then washed three times in particle-depleted PBS. Cultures were then incubated for 48 h in 30 mL of vesicle-depleted media, which was collected, and centrifuged at 300 × *g* for 10 min. The supernatant was recovered, and the pellet was discarded. Centrifugation was repeated at 2,000 × *g* for 15 min and 10,000 × *g* for 30 min. The supernatant was then passed through a 0.22 μm filter (Corning^®^, UK) and then transferred to an ultracentrifugation tube, where it was layered on top of a 5 mL cushion of 30% sucrose solution (Sigma-Aldrich, MA, United States). The solution was then centrifuged at 100,000 × *g* for 120 min at 4°C, the supernatant was discarded, and the sucrose layer containing the vesicles was collected. Vesicles were washed in 10 mL of 1X PBS, passed through a 0.22 μm filter for a second time, and finally pelleted by centrifugation at 100, 000 × *g* for 120 min at 4°C. Depending on the downstream analysis used, the pellet was either re-suspended in 500 μL of sterile, particle-depleted PBS or processed for protein or RNA isolation as described below.

### Nanoparticle tracking analysis

The concentration and size profile of EV preparations were quantified by nanoparticle tracking analysis (NTA). Measurements were made using a NanoSight LM10 instrument equipped with a 405 nm LM12 module and EM-CCD camera (NanoSight, Malvern Panalytical Ltd., Malvern, UK). For each preparation, samples were diluted in particle-depleted PBS to obtain an average of 30–60 particles per frame, and a total of five videos of 30 s were taken for processing. For analysis, specific settings used were camera level 12, detection threshold 3, and blur size “Auto.”

### Transmission electron microscopy

Droplets (50 μL) of EV suspensions were adsorbed onto formvar/carbon-coated grids (Agar Scientific Ltd., Essex, England) for 20 min, before 3 × 30 s washes in droplets of particle-depleted DPBS. EVs were then fixed in a 1% glutaraldehyde (v/v) solution (Merck, Darmstadt, Germany) for 10 min at room temperature before a second round of washing. Negative staining was performed by a 15 min incubation in a 2% uranyl acetate solution (w/v) (Agar Scientific Ltd., Essex, England), after which excess stain was blotted and grids air-dried. Imaging was conducted on a JEOL-101100 kV transmission electron microscope (JEOLUSA, MA, USA) with image capture by a Gatan Orius digital camera. Micrographs were exported and processed using ImageJ software.

### Western blotting

EVs and whole cell pellets were lysed in 100 μL of radio immunoprecipitation assay (RIPA) buffer, containing 0.5 mM dithiothreitol (DTT), 1 mM phenylmethylsulfonyl fluoride (PMSF), and 10 μL of protease inhibitor cocktail (Sigma-Aldrich, UK). The protein concentration of lysates was measured by bicinchoninic acid assay (Pierce, Thermo Fisher). A measure 5 μg of each sample was separated by electrophoresis on 4–12% Bis-Tris gels (Nupage^™^, Thermo Fisher) at 180 V for 45 min. Proteins were semi-dry transferred to polyvinylidene fluoride membranes, blocked for 1 h at room temperature in buffer containing 5% FCS and 5% skimmed milk powder in Tris-buffered saline (TBS). Membranes were stained overnight at 4°C with primary antibody (Supplementary Table S1), which was diluted in TBS, and then washed 3 × 15 min in TBS-Tween (0.1%, Thermo Fisher) before secondary staining for 1 h with HRP-conjugated secondary antibodies. Western HRP substrate chemiluminescent solution (Millipore, MA, USA) was used to reveal bands, which were visualised using Fuji X-ray film (Thermo Fisher Scientific). The density of bands present was quantified using ImageJ software (National Institutes of Health, Bethesda, MD).^1^

### RNA isolation

RNA was isolated from Müller cell pellets using the RNeasy total RNA isolation kit (Qiagen) as per the manufacturer’s instructions. RNA was also isolated from EV for miRNA sequencing and qPCR validation using the Total Exosome RNA Isolation Kit (Invitrogen^™^) as per the manufacturer’s instructions. In order to ensure that only EV-encapsulated RNAs were analysed, intact EVs in solution were treated with RNase A enzyme (100 U/mL) (Invitrogen^™^, MA, USA) for 15 min at 37°C before the addition of RNase inhibitor (1 U/mL). To confirm that RNA was internalised, an equivalent quantity of EV was pre-treated with a membrane-disrupting detergent (Triton X-100, 0.1% v/v), vortexed briefly, and incubated for 15 min at room temperature prior to the addition of the RNase enzyme. A second control consisting of 1 μg of total cellular RNA recovered from MIO-M1 cells was diluted in an equivalent volume of PBS before receiving the RNase enzyme treatment. Samples were then re-pelleted by ultracentrifugation at 100,000 × *g* for 90 min at 4°C prior to miRNA isolation. The RNA was purified and analysed using the methods described above. RNA was quantified by a NanoDrop UV spectrophotometer (Nanodrop-1000, Thermo Scientific) before storage at −80°C.

### Size characterisation of RNA isolated from EV and whole cell samples

Prior to sequencing, whole cell and EV RNAs were assessed by electrophoresis using the 2200 TapeStation system (Agilent), using High Sensitivity RNA ScreenTape (5067–5579), High Sensitivity RNA ScreenTape Sample Buffer (5067–5580) and High Sensitivity RNA ScreenTape Ladder (5067–5581). The range of total RNA input was 500–10,000 pg/μL, and the total RNA integrity was estimated using the software RNA Integrity Number (RIN). ScreenTapes were analysed using the TapeStation Analysis Software. Peaks were identified using Agilent’s proprietary statistical calculations integrated into the software (picogram per microliter).

### Sequencing of microRNAs

The preparation of libraries and sequencing was conducted by the UCL genomics service at the UCL Institute of Child Health (UCL, London, UK). miRNA libraries were prepared using the QIAseq miRNA library kit (Qiagen, Manchester, UK) according to the Illumina small RNA sample preparation protocol. Six libraries were generated using 250 ng of total RNA from three MIO-M1 whole cell samples at passages 22, 24, and 26, and from three EV samples isolated from MIO-M1 cells at similar passage numbers (passages 23, 25, and 27). Since previous studies have shown that the MIO-M1 cell line is stable throughout several passages (Limb et al., 2002), it was expected that this approach would ensure that the samples were true biological replicates. The library pool was sequenced in a NextSeq 500 sequencing instrument (Illumina, Inc., San Diego, CA) according to the manufacturer’s instructions in a single-end read fashion with a read length of 75 bases and an approximate depth of 10–15 million reads per sample. Raw data were demultiplexed and text-based FASTQ files stored sequence, and quality scores for each sample were generated using the software bcl2fastq (Illumina Inc., San Diego, CA).

The quality of the generated reads was confirmed using the FASTQC (version 0.11.9) quality control tool (Andrews, 2010). Adapters were trimmed using Cutadapt (Martin, 2011), and raw reads were then mapped to the miRbase database (release 21) (Kozomara et al., 2019) using the Bowtie2 read alignment tool (Langmead and Salzberg, 2012), before summarisation using the featureCounts programme (Liao et al., 2014). Differential expression (DE) analysis was conducted using the R-Bioconductor statistical package DESeq2 (version 1.10.1) (Love et al., 2017).

To identify DE miRNAs with high confidence, counts were pre-filtered to remove lowly expressed transcripts (≥5 CPM in at least 50% of the samples), and filtered counts were then normalised by the DESeq2 internal procedure. The false discovery rate (FDR) was controlled at 5% using the Benjamini–Hochberg method for each pairwise comparison, and miRNAs were considered differentially abundant when the log2-fold change was ≥2.5 or ≤ −2.5.

### Bioinformatic analyses of EV microRNAs

The MiRWalk ‘microRNA-gene target’ tool was used to find predicted gene targets for each of the 20 most highly abundant miRNAs (Sticht et al., 2018). Interactions were filtered for those that intersected both the Targetscan and miRDB prediction software, were present in 3 UTR of target genes, and were associated with a confidence score of ≥95%. Gene set enrichment analysis was then conducted using the Kegg pathway geneset, and regulation of pathways was considered valid if associated with a BH-adjusted value of *p* of <0.01 (Kyoto Encyclopedia of Genes and Genomes) (Kanehisa et al., 2023). The miRTarbase (V8) database of experimentally supported miRNA/mRNA interactions was used to further investigate miRNA abundance in Muller glial cell EV. Interactions were filtered to include only those that had been validated in low-throughput experiments in human experimental models.

### Quantitative real-time PCR for the validation of microRNA sequencing

For the validation of miRNA of interest in EV and whole cell samples, a total of 3 μL of synthetic *Caenorhabditis elegans* cel-miR-39 (Norgen Biotek Corporation, Canada) was added to each sample as a spike control prior to extraction of RNA (Selth et al., 2012). RNA samples recovered from EV were reverse-transcribed using the microScript microRNA:cDNA Synthesis Kit as per the manufacturer’s instructions (Norgen Biotek Corporation). SYBR-based qRT-PCR was performed using miRNA-specific primers designed using the mIRPrimer2 (Busk, 2014) software (Supplementary Table S2). For the quantification of gene expression, real-time PCR was conducted using the SYBR Fast Universal qPCR Master Mix (Applied Biosystems^™^) on a QuantStudio^™^ 6 Flex Real-Time PCR System (Applied Biosystems^™^). For the quantification of the cel-miR-39 internal control transcript, a gene-specific forward primer was used in combination with a universal reverse primer (Norgen Biotek Corporation, Canada). At the end of the run, the threshold cycle (Ct) value was exported from the QuantStudio^™^ 6 Flex Real-Time PCR software (v1.1). Data were analysed using the 2^−ΔΔCt^ method to quantify fold change relative to the expression of cel-miR-39 control in each sample (Livak and Schmittgen, 2001). The correlation in expression abundancies between RNAseq and qRT-PCR was determined using Pearson’s correlation coefficient.

## Results

### Characterisation of Müller glia-derived EV

Transmission electron microscopy examination of cells in culture showed EV particles being shed from the MIO-M1 cell surface (Figure 1A), whilst a similar analysis of purified EV showed their characteristic morphology with double membrane, consistent with previous reports of endosome-derived exosomes (Figure 1B). Nanoparticle tracking analysis (NanoSight, Malvern) indicated that the majority of the particle population was sized between 50 and 200 nm (mean 112 +/− 23 nm) (Figure 1C). Western blotting analysis of EV protein lysates demonstrated the presence of abundant proteins characteristic of endosome-derived exosomes. These included the tetraspanins CD9 and CD63, as well as programmed cell death 6-interacting protein (ALIX). These proteins were not detected in whole cell lysates when testing equivalent protein concentrations to those of the EV tested. In contrast, proteins that characterise the endoplasmic reticulum, including calnexin, calreticulin, and β-actin, were not observed in EV samples but were abundant in equivalent protein concentrations of whole cell lysates (Figure 1D).

**Figure 1:**
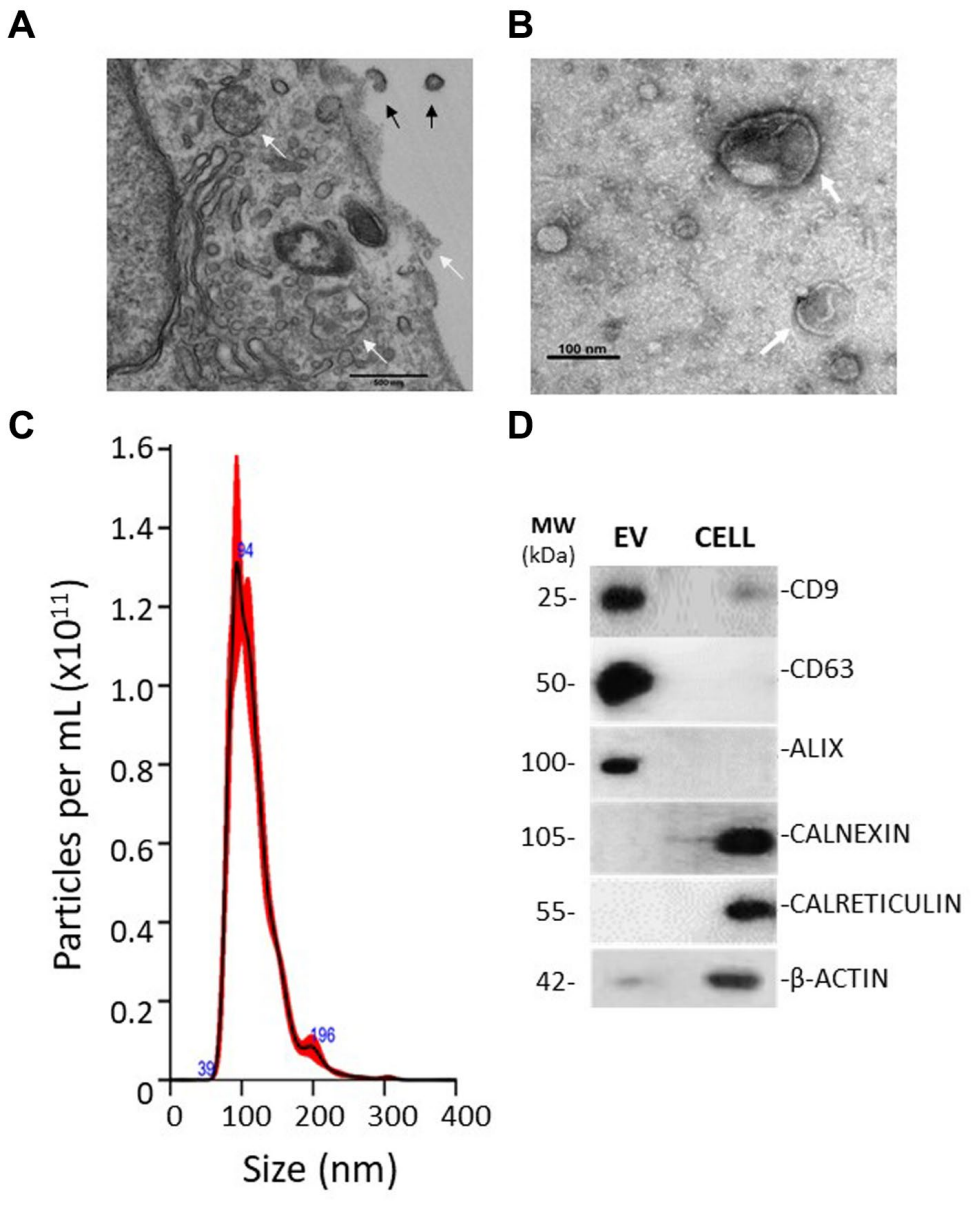
Electron micrographs show evidence of EV genesis and morphology. **(A)** TEM micrograph of a MIO-M1 cell in cross-section. Indicated by black arrows are microvesicles being shed from the cell membrane. White arrows identify the presence of multi-vesiculated late endosomes and their fusion with cell membranes. Exosomes appear to be released. **(B)** TEM micrograph of an EV preparation derived from Müller glia displaying spherical structures of variable diameters that exhibit a double-membrane morphology (white arrows). **(C)** Nanoparticle tracking analysis shows the distribution of particles present in EV preparations obtained. EV ranged from approximately 50–250 nm in diameter. **(D)** Representative Western blots demonstrating EV expression of the endocytic membrane markers CD9, CD63, and ALIX and the absence of endoplasmic reticulum and cytoskeletal protein markers when compared with whole cell lysates. Blots are representative of three different experiments.

As shown in Figure 2A, levels of RNA isolated from EV were not significantly reduced by treatment with RNAse A, whilst treatment of soluble RNA obtained from whole cell lysates significantly degraded unprotected RNA. In addition, EV membrane disruption with TRIzol to release their RNA caused degradation of the released RNA by RNAse treatment. These observations indicate that nucleic acids were internalised within vesicle lumens rather than merely co-precipitating during the collection process. Assessment of total RNA samples recovered from EV by the Agilent Bioanalyzer indicated that these particles lacked 18 and 28 ribosomal RNA subunits and were instead enriched in small non-coding RNAs <100 nucleotides in length (Figure 2B).

**Figure 2:**
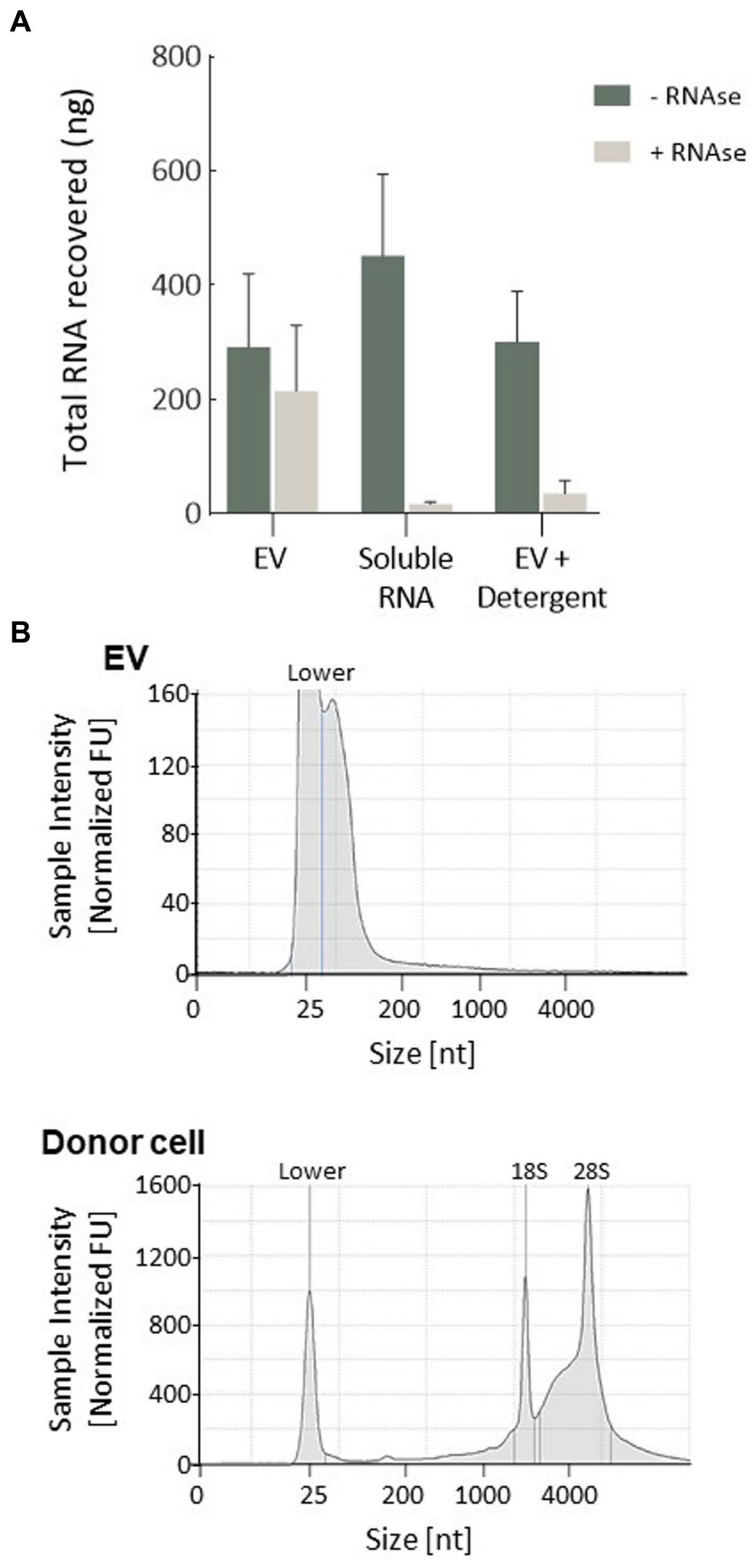
Characterisation of RNA isolated from EV. **(A)** EVs were enriched in RNA molecules that were encapsulated within the vesicle lumen, as demonstrated by protection against RNAse degradation. Plots represent the mean of three replicates refined from equivalent quantities of purified EV. Intact EV treated with RNase showed no difference in RNA degradation compared to control EV, whilst 1 μg of cellular RNA or EV receiving a membrane-disrupting detergent (Triton X-100, 0.1%) was completely degraded. **(B)** Representative electropherograms indicating small-RNA enrichment (< 200 nucleotides) in isolated EV, which lacked long-coding RNA. Whole MIO-M1 cells had a characteristic RNA profile comprised of both small non-coding and large-coding species, with peaks representing ribosomal RNA subunits (18S and 28S).

### Sequencing of RNA contained in MIO-M1 cells and their secreted EV

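Small RNA libraries were made from 3 samples of whole MIO-M1 cells, an established human Müller glial cell line, and from 3 samples of EV that the same line released in culture. The whole cell samples were taken at passages 22, 24 and 26 and the EV samples at passages 23, 25 and 27, and they are called replicates 1, 2 and 3 of each group in that order. The replicate numbers do not pair a cell sample with an EV sample. The methods and the labels of the deposited samples differ in the time over which medium was conditioned, 48 h in the methods and 24 h in the labels, and in the number of washes before it, 3 and 5. The authors deposited the count of reads that featureCounts assigned to each mature miRNA in each library, without normalization. The header of the deposited tables names miRBase release 20 and a Bowtie 1 alignment. It names no genome build, and the chromosome positions given for single miRNAs are those of the tables. Each table lists 2576 mature miRNAs, and 1188 of them had at least 1 count in any library. The total count was 396025, 3990900 and 1252144 in whole cell replicates 1, 2 and 3, with a median of 1252144. It was 1225541, 2038635 and 3134561 in EV replicates 1, 2 and 3, with a median of 2038635. These totals are the depth behind every value. A count of 0 was taken to allow up to 3 counts of the total, which is 7.58 CPM in whole cell replicate 1 and 0.957 CPM in EV replicate 3. The limit covers counting error only, because the paper's text names no step that removes copies of the same starting molecule. Counts were scaled with edgeR's TMM factors, which ran from 0.896 in whole cell replicate 3 to 1.20 in whole cell replicate 1. With 3 libraries in each group, a two-sided exact permutation test of a single value cannot give a p below 0.1.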

Illumina RNA sequencing was used to profile the miRNA signatures of Müller cells from the MIO-M1 cell line, as well as those from EV secreted by these cells in culture. Raw reads for all six libraries analysed passed FastQC quality control and were aligned to the miRbase reference library (V22). For the three samples recovered from donor cells, a mean of 1.88e6 reads were assigned to miRNA, an alignment rate greater than 95% (see Supplementary Table S3). 

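The mean total count assigned to miRNA was 1879690 ± 1877800 (SD, n = 3) in whole cells and 2132910 ± 957996 (SD, n = 3) in EV. The difference between the groups was smaller than the spread between the replicates of either group. The alignments listed for each library in Supplementary Table S3 give another measure, the number of counts assigned to miRNA per 100 of the paper's alignments. It was 75.1, 69.2 and 67.1 in whole cell replicates 1, 2 and 3, and 11.3, 24.0 and 43.4 in EV replicates 1, 2 and 3. Every EV library had fewer counts per 100 alignments than every whole cell library.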

Samples sequenced from the three EV sources had a slightly lower rate of alignment (mean 89.1%), but a comparable number of miRNA-assigned reads (2.13e6). 

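A miRNA was kept when it reached 5 CPM in at least 3 of the 6 libraries, with CPM computed on the total count of each library. The filter kept 430 miRNAs. These held between 99.8% of the counts, in EV replicate 2, and 99.9%, in whole cell replicate 1. Log2 values were computed as log2(CPM + 4) on TMM-scaled counts.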

After normalisation (EdgeR: log2 (CPM + 4)), a total of 430 miRNA passed filtering to remove lowly expressed annotations (≤5 counts per million across three replicate libraries, as presented in Supplementary Table S4). Of these, the vast majority (429) were present in whole cells, whilst fewer (395) were detected within a sample of secreted EV. 

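Among the miRNAs past the filter, those with at least 1 count in any of the 3 libraries numbered 429 in whole cells and 395 in EV. The rule for detection moved the number for EV most, since with at least 1 count required in every library of a group it was 256 in EV and 405 in whole cells. For whole cells leaving out a library moved it more, to 384, 372 and 375 without whole cell replicates 1, 2 and 3. The filter was then applied again to the libraries left and kept only 385, 379 and 378 miRNAs, so the fall came mostly from the filter. Without EV replicates 1, 2 and 3 the number for whole cells also fell, to 403, 405 and 408. Without the filter, whole cell replicates 1, 2 and 3 held 586, 1058 and 811 miRNAs with at least 1 count, and EV replicates 1, 2 and 3 held 431, 427 and 329. The groups also differed in the number of miRNAs with low counts. Between 1 and 9 counts were found for 298, 541 and 435 miRNAs in whole cell replicates 1, 2 and 3, and for 44, 28 and 25 miRNAs in EV replicates 1, 2 and 3. Whole cell replicate 1 had the lowest total count of the 6 libraries and still held more of these miRNAs than any EV library.

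**Figure D1:**
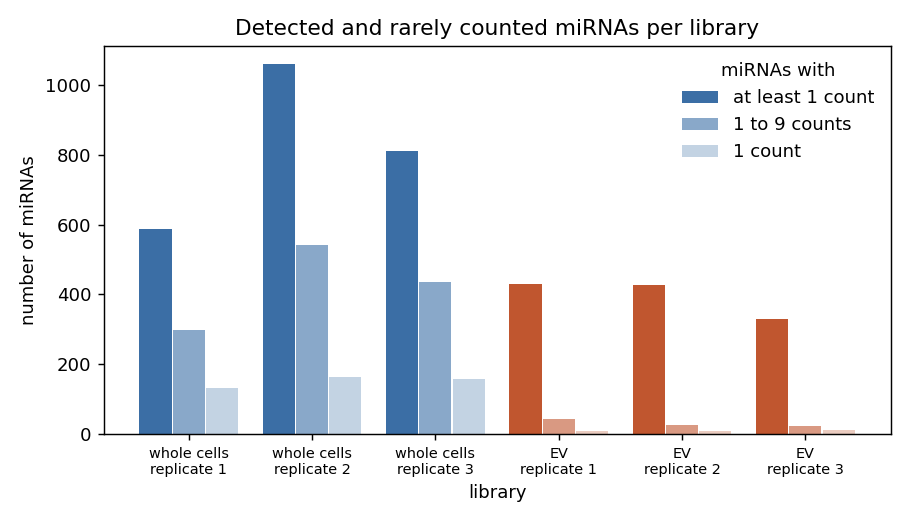
Number of miRNAs per library with at least 1 count, with 1 to 9 counts and with 1 count, without the filter, in whole cells (blue) and EV (orange). The 3 EV libraries hold 44, 28 and 25 miRNAs with 1 to 9 counts, all below the 298 of whole cell replicate 1.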

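Of the miRNAs past the filter, 394 had at least 1 count in both groups and 35 had a count of 0 in all 3 EV libraries. The remaining miRNA, miR-451a, had a count of 0 in all 3 whole cell libraries. The tables place it on chromosome 17 from 27188421 to 27188442, and the GENCODE annotation places its precursor, MIR451A, in an exon of the non-coding transcript AC024267.1.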

A total of 394 were therefore common between both sample sources (Figure 3A). Principle component analysis (PCA) and clustering were used to assess intra-sample and inter-sample variability. 

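Principal components were computed on the centred log2(CPM + 4) values of the 430 filtered miRNAs. The first component held 60.9% of the variance and the second 17.8%. Scaling each miRNA to unit variance moved the first component most, to 50.8%. The whole cell libraries had scores on the first component of -16.6, -23.2 and -24.4, and the EV libraries had scores of 18.2, 18.0 and 28.1, each in the order of the replicates. Average-linkage clustering on Euclidean distance joined whole cell replicates 2 and 3 first, at a distance of 7.61, and then added whole cell replicate 1 at 26.1. The whole cell and EV groups joined last, at 49.7.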

Tight clustering of whole cell samples 1, 2, and 3 indicated a high level of in-sample consistency between the replicates (Figure 3B), and considerable distance was observed between these and the three EV-derived samples, suggesting that the miRNA signatures of the two sources varied considerably. 

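EV replicates 1 and 2 joined at a distance of 33.6 and EV replicate 3 joined them at 39.8, so that the EV libraries lay farther apart than the whole cell libraries. On the second component, EV replicates 1, 2 and 3 had scores of -16.9, -9.55 and 21.1. The whole cell scores on this component lay between 1.48 and 2.30.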

Greater variability was also observed within the three EV-derived samples, where sample 3 was noticeably distant from replicates 1 and 2. Whilst whole cell samples were directly lysed for miRNA isolation, the protocol for EV isolation included membrane filtration of culture supernatants followed by sequential recovery of supernatants from successive centrifugation steps. This process undoubtedly may give more opportunities for variations in miRNA isolation. These variations may also reflect the relative abundance of miRNA recovered from whole cells when compared to the smaller quantities recovered from EV. However, our data suggest that whilst there is some variation between the EV libraries, this is principally found amongst the lowly expressed miRNAs. 

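The 430 filtered miRNAs were divided by their mean abundance over the 6 libraries into the 108 least abundant and the 322 most abundant. Among the 108 least abundant miRNAs, Pearson's correlation between EV libraries, across miRNAs, was 0.203 for replicates 1 and 2, 0.188 for replicates 1 and 3, and 0.0444 for replicates 2 and 3. For the same miRNAs it was 0.458, 0.302 and 0.857 between pairs of whole cell libraries. miRNAs are not independent replicates, and no p-value was computed for these correlations. Selection by the mean over the same 6 libraries narrows the range and can itself lower them, so they do not show where the variation lies.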

When the 75% most abundant miRNAs are considered, the coefficient of correlation in expression between EV3 and EVs 1 and 2 is 0.84 and 0.85, respectively. This compares to correlations of <0.75 when EV samples are compared with whole cells.

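Among the 322 most abundant miRNAs, Pearson's correlation of log2(CPM + 4) was 0.852 between EV replicates 1 and 3, 0.874 between EV replicates 2 and 3, and 0.886 between EV replicates 1 and 2. A pseudocount of 1 in place of 4 lowered the first of these to 0.789. Among whole cell libraries the correlation was 0.934 between replicates 1 and 2, 0.913 between replicates 1 and 3, and 0.995 between replicates 2 and 3.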

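For the 9 pairs of an EV library with a whole cell library, the correlation over the 322 most abundant miRNAs ran from 0.677, between EV replicate 3 and whole cell replicate 3, to 0.767, between EV replicate 1 and whole cell replicate 1. All of these pairs lay below every pair of EV libraries.

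**Figure D2:**
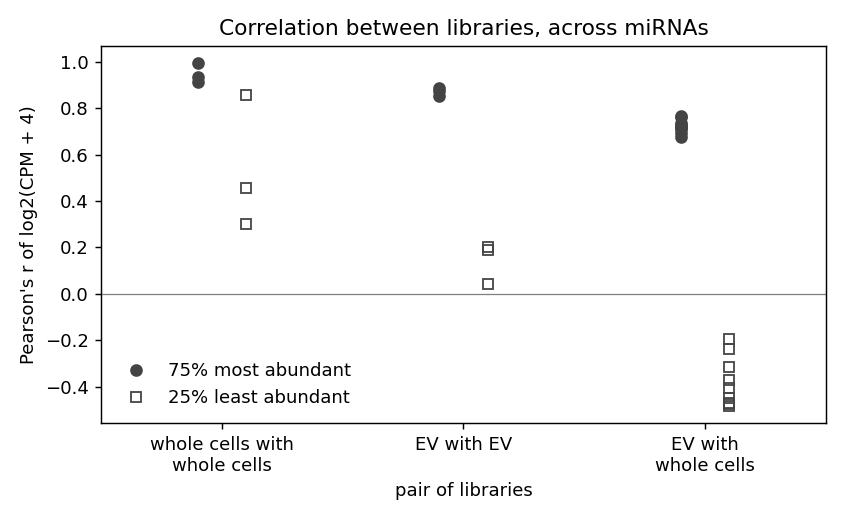
Pearson's r of log2(CPM + 4) across miRNAs for every pair of libraries, by the groups of the pair. Filled points are the 322 most abundant miRNAs and open squares the 108 least abundant. Filled points for EV with whole cells end at 0.767, below the 0.852 of the lowest pair of EV libraries.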

**Figure 3:**
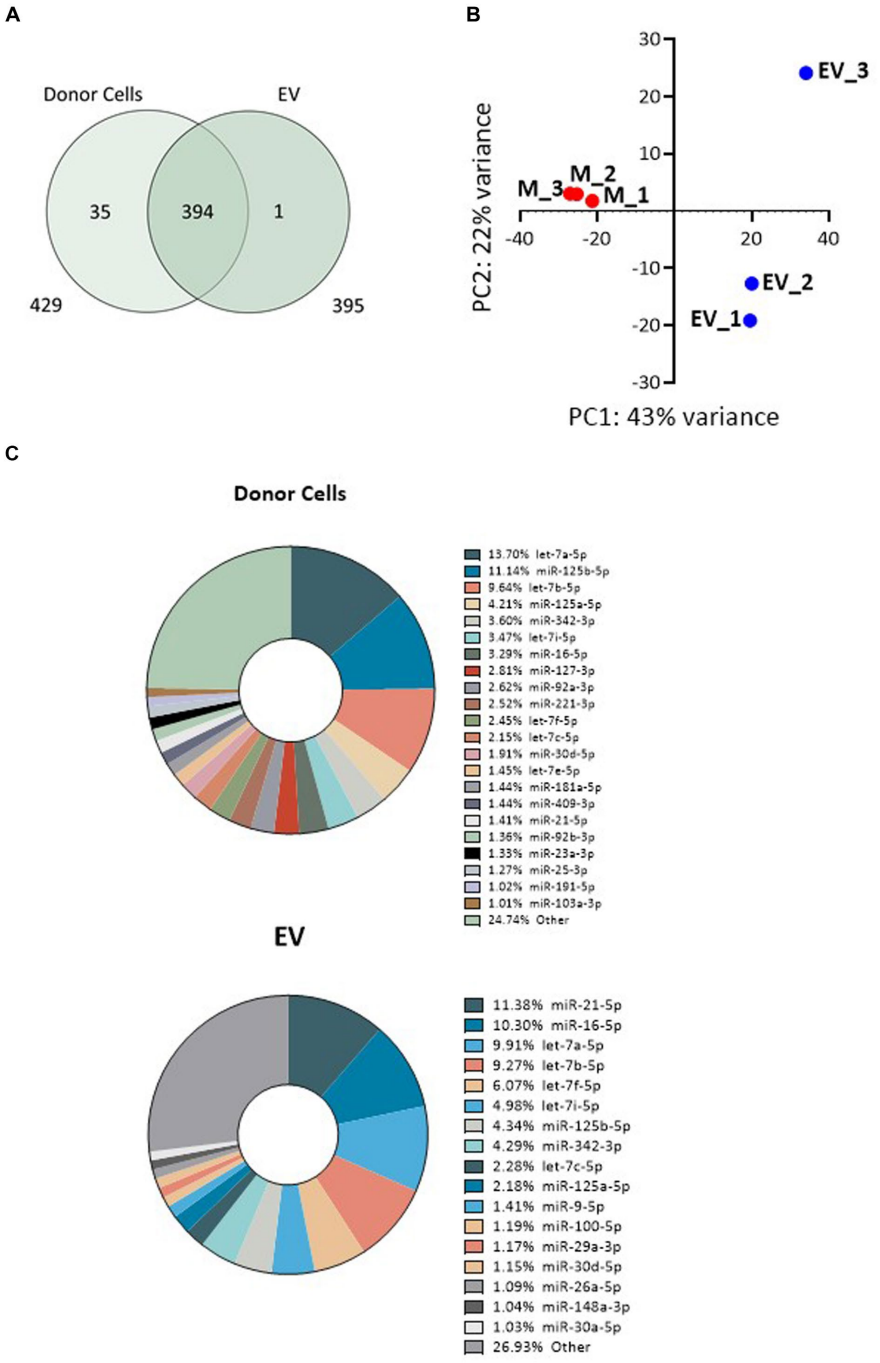
Variability of miRNA expression between whole MIO-M1 cells and secreted EV miRNA libraries. **(A)** Venn diagram displaying the unique and overlapping miRNAs identified in whole cells and in isolated EV. **(B)** Principal component analysis (PCA) displays variance of mapped miRNA reads between the six individual libraries. “M” refers to whole MIO-M1 cells and “EV” to their secreted EV. **(C)** Pie charts showing relative miRNA abundance as determined by high-throughput miRNA RNA sequencing. miRNAs representing greater than 1% of the total read count are indicated for EV and whole MIO-M1 cell samples.

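By mean log2(CPM + 4), let-7a-5p ranked first in whole cells at 17.01 ± 0.14 (SD, n = 3), followed by miR-125b-5p at 16.75 ± 0.35 and let-7b-5p at 16.55 ± 0.55. In EV, miR-21-5p ranked first with a mean of 16.85 and miR-16-5p was next with 16.66. They were followed by let-7b-5p with 16.43 and let-7a-5p with 16.24. The 20 most abundant miRNAs held 73.0% of the counts in whole cells and 75.7% in EV.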

To evaluate the relative distribution of miRNAs in whole cells and their exosomes, we ranked cellular and EV miRNA based on log2 counts per million (CPM), and compared the 20 most abundant species detected in each of the two sample sources (Table 1). miRs 21-5p, 125b-5p, 16-5p, 342-3p, and members of the let-7 miRNA family were amongst the most represented transcripts common to both sample types. 

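The lists of the 20 most abundant miRNAs shared 12 members. The 8 listed for whole cells only were miR-127-3p, miR-92a-3p, miR-181a-5p, let-7e-5p, miR-409-3p, miR-92b-3p, miR-25-3p and miR-23a-3p. The 8 listed for EV only were miR-9-5p, miR-148a-3p, miR-100-5p, miR-29a-3p, miR-30a-5p, miR-191-5p, miR-151a-3p and miR-26a-5p. The number shared was also 12 with each library left out in turn and with ranking by mean share of the count.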

Although there was substantial variability in their respective relative abundance, several miRNAs (highlighted in Table 1) were present only in either the list of cellular species or in the list of EV-abundant species. Figure 3C displays the most abundant miRNA in both EV and whole cells as a percentage of the total miRNA load. In EV, the most abundant miRNAs were miRs 21-5p and 16-5p which comprised 11 and 10%, respectively, of the total miRNA load present within these organelles. This signature differed substantially from that of the donor cells, where let-7a-5p was the most abundant species (13.7%), and miRs 21-5P and 16-5p represented a far smaller proportion of the total reads, 1 and 3%, respectively. 

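In EV, miR-21-5p took 11.8% ± 1.12 (SD, n = 3) of the total count and miR-16-5p took 10.5% ± 1.72 (SD, n = 3). The tables place miR-21-5p on chromosome 17 from 57918634 to 57918655, and its precursor, MIR21, lies in an exon of VMP1. The sequence of miR-16-5p is encoded at 2 loci, MIR16-1 in an intron of DLEU2 on chromosome 13 and MIR16-2 in an intron of SMC4 on chromosome 3, and its count does not tell them apart. Among the alternatives, leaving out EV replicate 3 moved the share of miR-21-5p most, to 12.4%.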

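In whole cells, let-7a-5p took 13.4% ± 2.87 (SD, n = 3) of the total count, miR-16-5p took 3.26% ± 0.695 and miR-21-5p took 1.45% ± 0.862. With whole cell replicates 1, 2 and 3 left out in turn, this share of miR-21-5p was 0.959%, 1.65% and 1.75%. Every EV library had a larger share of miR-21-5p and of miR-16-5p than every whole cell library (two-sided exact permutation test, p = 0.1 for each, the smallest p that 3 libraries against 3 allow). The share of let-7a-5p was 8.05% ± 2.84 in EV, and the groups overlapped (two-sided exact permutation test, p = 0.2). let-7a-5p is encoded at 3 loci, on chromosomes 9, 11 and 22, which its count does not tell apart. Shares sum to the whole of a library, so a larger share of some miRNAs lowers those of the others.

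**Figure D3:**
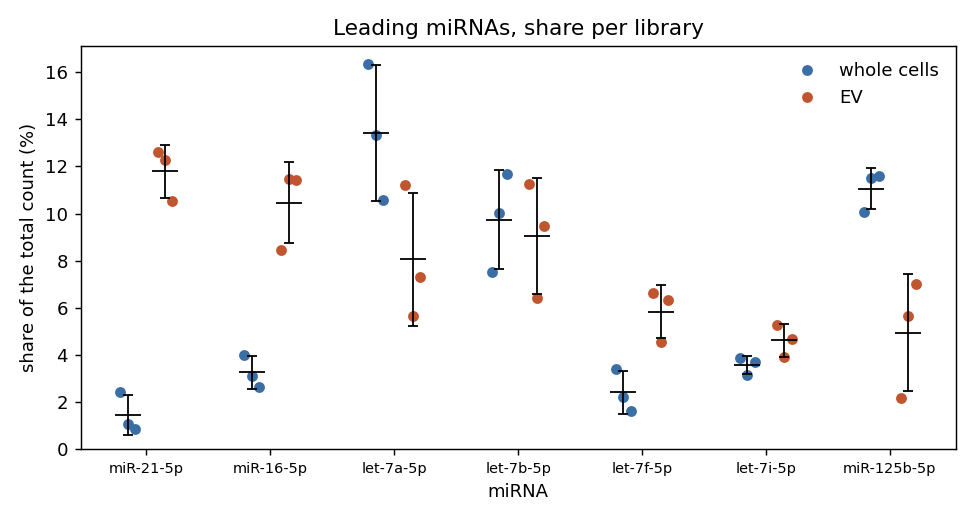
Share of the total count, in percent, of 7 leading miRNAs in each whole cell library (blue) and each EV library (orange). Points are libraries, the long bar is the mean and the whiskers are the SD (n = 3). The EV points of miR-21-5p lie between 10.5 and 12.6, and those of whole cells between 0.856 and 2.44.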

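The 50 miRNAs with the largest variance of log2(CPM + 4) over the 6 libraries were clustered. For 23 of them every EV library lay above every whole cell library and for 19 every EV library lay below. The groups overlapped for the other 8. With no difference between the groups, 10% of miRNAs would be expected not to overlap, but these 50 were selected for their variance. Of the 50, 5 had a count of 0 in all EV libraries and 1 had a count of 0 in all whole cell libraries.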

The heatmap in Figure 4 shows hierarchical clustering of the 50 most variably expressed miRNA species between sample sources.

**Table 1:** Mean normalised read counts for the 20 most abundant miRNA detected in intracellular Müller glia samples, compared to those recovered from EV (data derived using the DESeq2 package).

Rank	Donor MIO-M1 cells		Secreted EV	
	miRNA	Normalised read count	miRNA	Normalised read count
1	let-7a-5p	17.24	miR-21-5p*	16.87
2	miR-125b-5p	16.98	miR-16-5p	16.66
3	let-7b-5p	16.77	let-7a-5p	16.58
4	miR-125a-5p	15.54	let-7b-5p	16.54
5	let-7i-5p	15.35	let-7f-5p	15.93
6	miR-342-3p	15.27	let-7i-5p	15.64
7	miR-16-5p	15.2	miR-342-3p	15.29
8	**miR-127-3p**	**14.98**	miR-125b-5p	15.26
9	**miR-92a-3p**	**14.83**	let-7c-5p	14.54
10	miR-221-3p	14.8	miR-125a-5p	14.14
11	let-7f-5p	14.72	**miR-9-5p**	**13.85**
12	let-7c-5p	14.66	**miR-29a-3p**	**13.6**
13	miR-30d-5p	14.26	**miR-100-5p**	**13.59**
14	**miR-181a-5p**	**14.11**	miR-30d-5p	13.42
15	**let-7e-5p**	**13.99**	**miR-26a-5p**	**13.42**
16	**miR-409-3p**	**13.99**	miR-148a-3p*	**13.41**
17	miR-21-5p	13.9	**miR-30a-5p**	**13.36**
18	**miR-92b-3p**	**13.88**	miR-221-3p	13.3
19	miR-25-3p	13.84	**miR-191-5p**	**13.03**
20	**miR-23a-3p**	**13.83**	miR-25-3p	12.98

Species unique to each sample source are highlighted in bold; species significantly differentially enriched are indicated with * (>2.5 Log2 FC, Adj-*p* = < 0.01).

**Figure 4:**
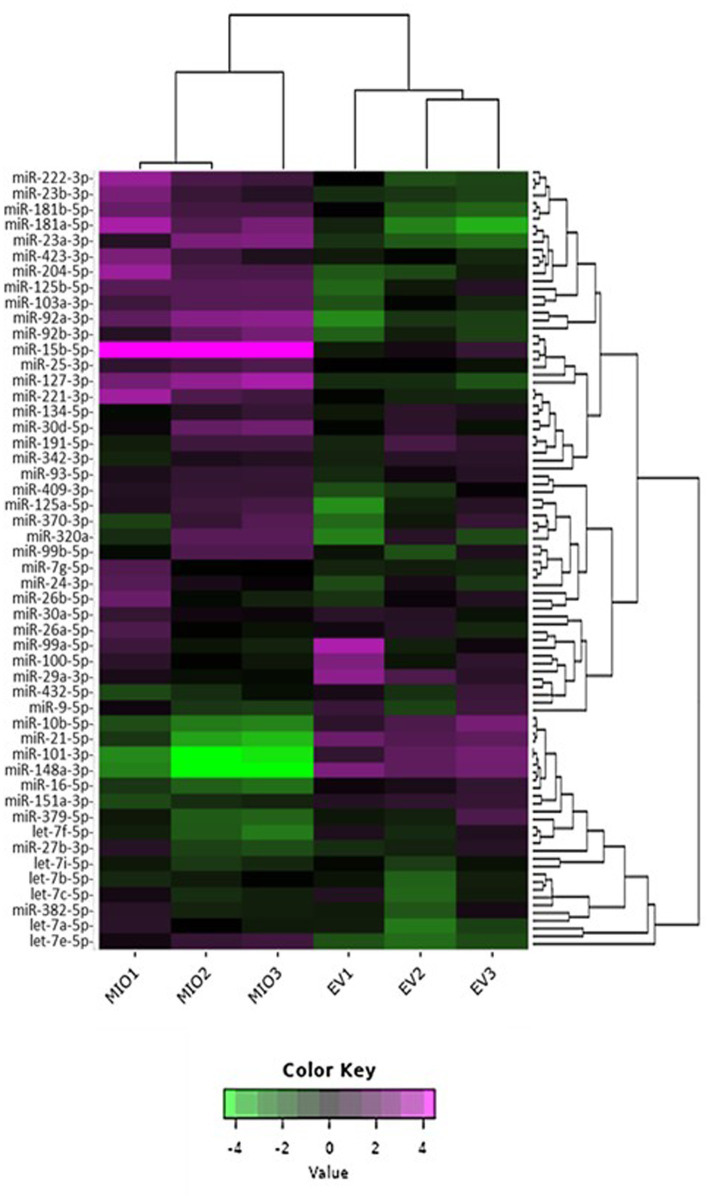
2D Heatmap presenting the variability of miRNA expression between sample libraries. The 50 most variable miRNA species are shown for comparison. EV samples are labelled “EV,” whilst those from whole cells are labelled “MIO.” Hierarchical clustering was performed across samples and miRNA; purple indicates high comparative abundance, whereas green denotes low comparative abundance.

### Differential expression (DE) analysis

Differential expression analysis using the R software package DESeq2 was used to identify specific miRNAs that were expressed in EV at significantly higher abundance than would be expected under random assortment. DESeq2 uses the average expression strength of each gene across all samples as its filter criterion, and it omits all genes with mean normalised counts below a filtering threshold from multiple testing adjustments (Supplementary Table S5). 

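Counts of the 430 filtered miRNAs in EV were compared with those in whole cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an adjusted p below 0.01 and an absolute log2 fold change of at least 2.5, 19 miRNAs were higher and 6 were lower in EV, 25 in all. The count depended on the tool and on the limit, with 93 at an adjusted p below 0.05 and the same fold change. DESeq2's Wald test with its own size factors called 42 higher and 30 lower, 72 in all, of which 23 were also called by edgeR. At an unadjusted p below 0.05 edgeR listed 154 miRNAs and DESeq2 listed 177. Data were simulated with the common dispersion of these libraries, 1 value for every miRNA and both groups. There edgeR called 14.0% of the miRNAs that had been changed by a log2 value of 4 and none of the unchanged ones. DESeq2 called 63.5% of the changed and 5 of the unchanged ones. The spread in the real data differed between miRNAs and between groups, so these shares do not measure the power of either tool here. In fits that left out 1 library edgeR called from 0 to 31 miRNAs. It called 0 without whole cell replicate 3, with 121 at an unadjusted and 81 at an adjusted p below 0.05, and 0 without EV replicate 2, with 169 and 132. With all 6 libraries 123 had an adjusted p below 0.05. Fits with 5 libraries also have less power at the stricter limit. For 208 of the 430 miRNAs (48.4%) the EV libraries lay wholly above or below the whole cell libraries, where 10% would be expected with no difference. In 6 of the calls by edgeR and 28 of those by DESeq2, every library of a group was at or under 3 counts.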

A total of 77 miRNAs were found, of which 45 were upregulated and 32 downregulated in EV when compared with donor MIO-M1 cells, using a 2.5 log2-fold change and FDR-*p* < 0.01 as the cutoff threshold (Table 2). As presented in Figure 5, 45 of these DE species were found to be significantly more enriched in EV compared to donor cells. 

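miR-142-3p had 331, 878 and 680 counts in EV replicates 1, 2 and 3, and 0, 0 and 1 in the whole cell replicates. miR-335-5p had 105, 1401 and 1357 counts in EV and 0, 2 and 0 in whole cells. miR-451a had 160, 69 and 424 counts in EV. A fold change against whole cells at or under 3 counts can only be bounded from below. By mean read counts in EV against that limit, miR-142-3p was at least 91.6-fold higher, miR-335-5p at least 117-fold and miR-451a at least 32.7-fold. These limits take the EV mean as exact, although the EV replicates differed, and count each read as a molecule. If zeros between the EV libraries came from sampling of molecules, replicates 1, 2 and 3 had 19.5, 34.0 and 155 reads per starting molecule. The counts of miR-451a would then stand for few molecules. The adjusted p was 0.00371 for miR-142-3p and for miR-335-5p and 0.0120 for miR-451a (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that miR-451a did not pass the threshold of 0.01. With DESeq2 it did, with an adjusted p of 3.09e-07, and over the 6 fits of edgeR that each left out a library its adjusted p ran from 0.0160 to 0.0397. In those fits miR-142-3p and miR-335-5p each passed in 2. The precursor of miR-335-5p lies in an intron of MEST and that of miR-142-3p in an exon of the antisense transcript AC004687.1.

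**Figure D4:**
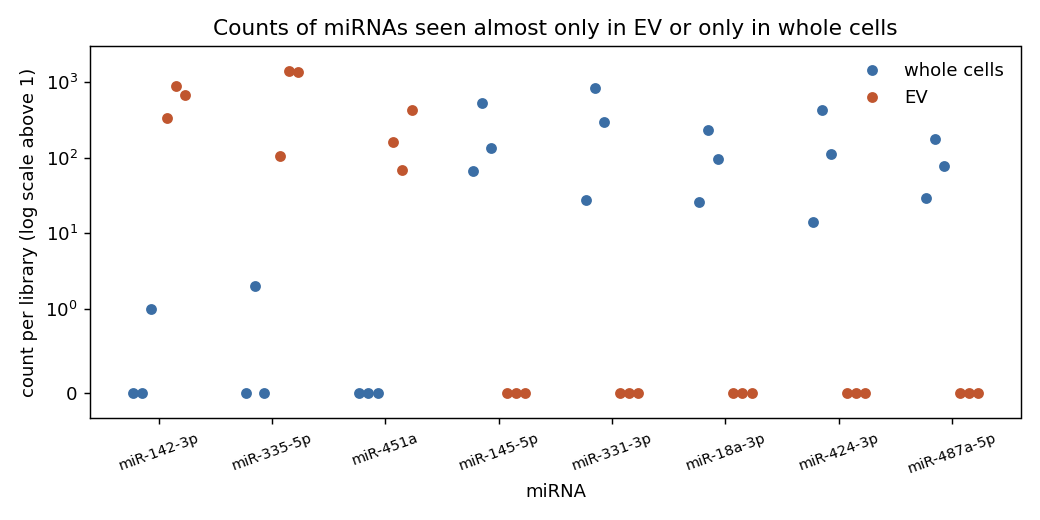
Count per library of 8 miRNAs with the largest differences named in the text, in whole cells (blue) and EV (orange), on an axis that is logarithmic above 1 and linear from 0 to 1. The first 3 miRNAs have between 0 and 2 counts in whole cells, and the other 5 have 0 counts in all EV libraries.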

Of note were miR-142-3p, mir-335-5p, and miR-451a, which were each found to be >10 log2-fold change enriched in EV compared to donor cell sources (*p* = <0.001). In addition, two of the most highly abundant miRNAs (>1% total yield), miR-21-5p and miR-148a-3p, were also found to be DE enriched in EV (Figure 5). In contrast, 31 transcripts were found to be comparatively depleted in EV, including miR-487a-5p, miR-18a-3p, miR-424-3p, miR-145-5p, and miR-331-3p which were each detected at a factor < −9 log2-fold in EV compared to whole Muller glial cell samples.

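miR-21-5p had a log2 fold change of 3.11 in EV against whole cells (standard error 0.43, adjusted p = 0.00448 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For miR-148a-3p the log2 fold change was 4.41 (standard error 0.46, adjusted p = 0.00209 from the same edgeR test). The share of miR-148a-3p was 1.23% ± 0.100 (SD, n = 3) of the total count in EV and 0.0620% ± 0.0419 (SD, n = 3) in whole cells. With each library left out in turn, the log2 fold change stayed between 2.80 and 3.37 for miR-21-5p and between 4.11 and 4.77 for miR-148a-3p. They passed the threshold in 2 and 4 of those 6 fits.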

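miR-487a-5p, miR-18a-3p, miR-424-3p, miR-145-5p and miR-331-3p each had a count of 0 in all 3 EV libraries, so their fold changes were bounded at 3 counts in each EV library. miR-331-3p had 28, 823 and 299 counts in the whole cell replicates and was at least 110-fold lower in EV by read counts. miR-145-5p, with 67, 532 and 135 counts, was at least 81.1-fold lower. The limits were 48.6-fold for miR-424-3p, 40.6-fold for miR-18a-3p and 35.6-fold for miR-487a-5p. These limits count each read as a molecule and take the whole cell mean as exact. A limit was also set on starting molecules, estimated from zeros between the EV libraries, with 3 molecules allowed in each. Only miR-331-3p and miR-145-5p had such a limit above 1, at 2.14-fold and 1.58-fold. It does not use the zeros of the EV libraries jointly. Pooled over the EV libraries, miR-331-3p and miR-145-5p at their whole cell share would have had 24.6 and 19.6 molecules. For miR-424-3p, miR-18a-3p and miR-487a-5p the numbers were 11.0, 9.56 and 8.56, so a limit below 1 does not rule out a depletion. miR-331-3p and miR-145-5p passed the threshold, with adjusted p = 0.00872 and 0.00834 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each passed it in 1 of the 6 fits that left out a library. The other miRNAs had adjusted p between 0.0112 and 0.0118 by edgeR and passed with DESeq2. By the size of the change among the calls, edgeR also listed miR-7974, with 2, 20 and 7 counts in whole cells and 0 in EV. It was at least 3.17-fold lower by read counts, while its limit by starting molecules was 0.0619-fold, under 1. DESeq2 did not call miR-7974 (adjusted p = 0.186 from its Wald test). Of miRNAs counted in both groups, miR-299-5p fell by 3.58 and miR-493-5p fell by 3.05 on the log2 scale, and both were called.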

**Table 2:** Full list of 77 DE miRNA identified by DESeq2 analysis of EV and donor MIO-M1 cells.

Number	Up		Down	
	miRNA	Log2 FC	miRNA	Log2 FC
1	miR-142-3p	10.58	let-7d-5p	−1.58
2	miR-335-5p	10.33	miR-23b-3p	−1.66
3	miR-451a	10.05	miR-221-3p	−1.66
4	miR-126-5p	8.72	let-7e-5p	−1.75
5	miR-1246	8.15	miR-222-3p	−1.86
6	miR-374a-3p	8.06	miR-92b-3p	−1.92
7	miR-19a-3p	7.67	miR-409-5p	−2.16
8	miR-590-3p	6.67	miR-204-5p	−2.16
9	miR-9-3p	5.62	miR-149-5p	−2.29
10	miR-137	5.5	miR-210-3p	−2.35
11	miR-301a-3p	5.34	miR-323b-3p	−2.39
12	miR-1	5.03	miR-423-3p	−2.4
13	miR-136-3p	4.6	miR-107	−2.46
14	miR-3613-5p	4.46	miR-127-3p	−2.61
15	miR-4516	4.37	miR-92a-3p	−2.69
16	miR-203a	4.23	miR-181a-5p	−2.84
17	miR-450b-5p	4.19	miR-15b-5p	−3.22
18	miR-411-5p	4.15	miR-484	−3.23
19	miR-148a-3p	4.11	miR-493-5p	−3.26
20	miR-582-3p	4.09	miR-299-5p	−3.82
21	miR-889-3p	4.03	miR-130b-5p	−5.74
22	miR-122-5p	3.93	miR-1226-3p	−8.6
23	miR-376a-3p	3.89	miR-379-3p	−8.6
24	miR-29c-3p	3.85	miR-4521	−8.81
25	miR-6087	3.75	miR-185-3p	−8.82
26	miR-7641	3.7	miR-129-5p	−8.89
27	miR-101-3p	3.7	miR-29c-5p	−9.04
28	miR-382-3p	3.56	miR-487a-5p	−9.55
29	miR-126-3p	3.15	miR-18a-3p	−9.71
30	miR-192-5p	2.92	miR-424-3p	−9.91
31	miR-199a-3p	2.9	miR-145-5p	−10.74
32	miR-376c-3p	2.88	miR-331-3p	−11.08
33	miR-340-5p	2.88		
34	miR-21-5p	2.82		
35	miR-29b-3p	2.81		
36	miR-628-5p	2.78		
37	miR-143-3p	2.62		
38	miR-10b-5p	2.49		
39	miR-660-5p	2.4		
40	miR-320c	2.22		
41	miR-182-5p	2.01		
42	miR-183-5p	1.87		
43	miR-10a-5p	1.79		
44	miR-381-3p	1.65		
45	miR-16-5p	1.47		

**Figure 5:**
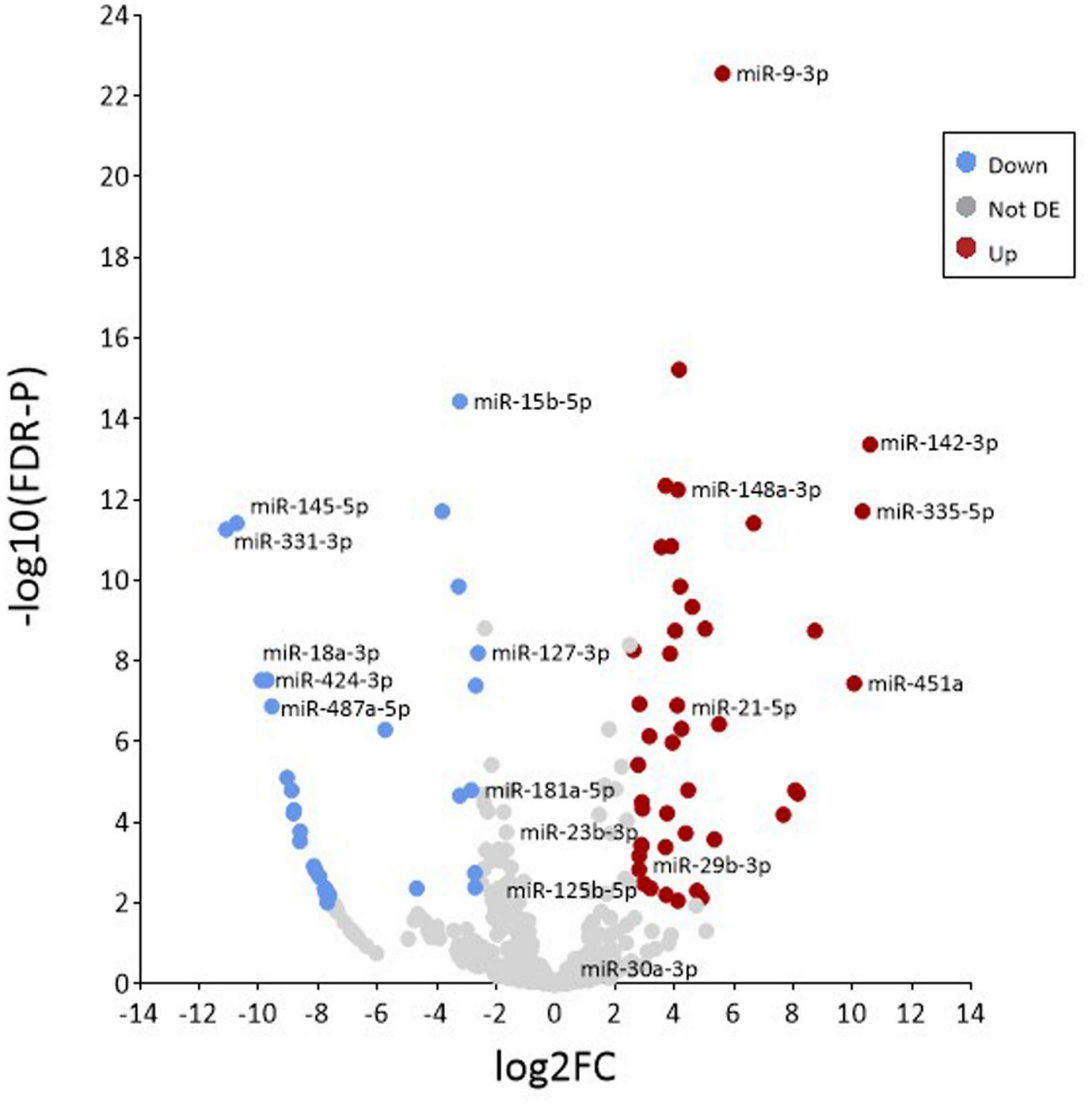
Analysis of differential enrichment. Volcano plot representing the distribution of differentially expressed miRNAs between samples based on the –log base 10 significant *p* value (<0.01) and a relative fold change >2.5 (in log base 2). Red and blue circles represent increasingly and decreasingly enriched microRNAs, respectively, when compared to isolated EV versus whole cells. Grey circles represent miRNAs that were not significantly enriched.

### Pathway analyses of EV-abundant microRNA

In order to gain insight into the potential functions of Müller glia EV, gene set enrichment analysis for the 20 most abundant miRNAs detected in Müller-secreted vesicles was conducted using the miRWalk microRNA-gene target tool, which predicted 3UTR binding interactions with 1352 target genes. The 20 Kegg pathways predicted to be most significantly interacted by EV-miRNA are listed in Table 3 and were found to comprise principally signalling cascades involved in cell cycle control, longevity, and survival, as well as cell-matrix adhesion regulation. These included numerous interactions with genes involved in growth factor signalling, neuron elongation, and inhibition of apoptosis: MapK, PI3K-Akt, and axon guidance, which may represent plausible targets for miRNA interference of gene expression to influence the survival and regeneration of retinal neurons. In addition to these pathways, gene networks principally associated with cancer formation and progression were observed, which is not surprising in immortalised cells such as the MIO-M1 cell line (Table 3).

**Table 3:** The output of miRwalk gene set enrichment analysis for the twenty most abundant miRNA present in Müller-EV.

Number	Kegg orthology group identifier	Gene count	miRNA count	BH adjusted *p*-value
1	Pathways in cancer (hsa05200)	61	16	0.01
2	MAPK signalling pathway (hsa04010)	55	17	0.00
3	PI3K-Akt signalling pathway (hsa04151)	52	15	0.00
4	Human papillomavirus infection (hsa05165)	42	15	0.01
5	Focal adhesion (hsa04510)	38	15	0.00
6	Ras signalling pathway (hsa04014)	32	17	0.02
7	Proteoglycans in cancer (hsa05205)	31	13	0.01
8	Axon guidance (hsa04360)	29	15	0.01
9	Transcriptional misregulation in cancer (hsa05202)	28	14	0.01
10	Neurotrophin signalling pathway (hsa04722)	20	13	0.01
11	EGFR tyrosine kinase inhibitor resistance (hsa01521)	18	14	0.01
12	Longevity regulating pathway (hsa04211)	18	12	0.01
13	ECM-receptor interaction (hsa04512)	18	9	0.01
14	Small cell lung cancer (hsa05222)	18	11	0.01
15	Hypertrophic cardiomyopathy (hsa05410)	17	15	0.01
16	Dilated cardiomyopathy (hsa05414)	17	16	0.02
17	p53 signalling pathway (hsa04115)	16	11	0.01
18	Polycomb repressive complex (hsa03083)	16	14	0.01
19	Glioma (hsa05214)	15	11	0.01
20	Other types of O-glycan biosynthesis (hsa00514)	11	11	0.02

The 20 most significantly regulated Kegg pathways are shown, ranked according to the number of predicted gene interactions. Interactions were filtered for those that intersected both the Targetscan and miRDB prediction software, with a confidence score of ≥95%.

Since several of these networks have been previously associated with neuroprotective activity, we conducted further investigations in order to evaluate the influence of abundant Müller EV-miRNA in these pathways. The miRTarbase (V8) database of experimentally validated microRNA target interactions was scanned for low-through relationships between Müller-derived EV miRNA and specific genes involved in pathways of interest (Figure 6). These observations highlight several important mediators of cell functions, including the MAPK and PI3K-AKT signalling pathways, which are known to interact with molecules that regulate apoptosis, cell growth, and neuroprotection, such as PTEN, SOCS3, and mTOR (Figure 6).

**Figure 6:**
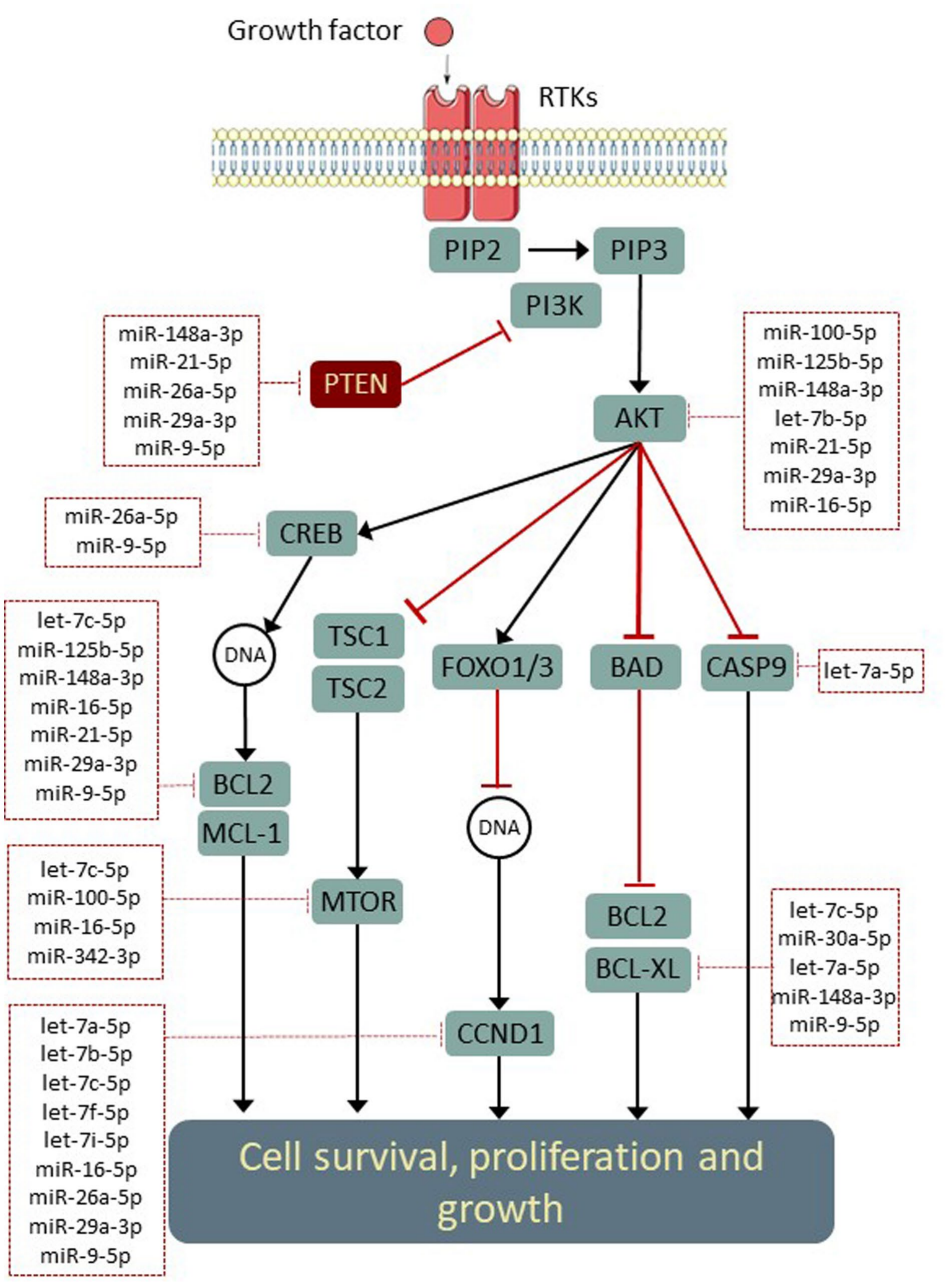
Opportunities for the post-transcriptional modulation of genes in neuroprotective signalling pathways. Simplified schematic (adapted from KEGG: hsa04151) indicating experimentally validated regulatory interactions between Müller miRNA (within dotted boxes) and key genes within neuroprotective signalling networks. Interactions were identified using (Tarbase v8) and filtered to include only validations in human models.

### Validation of expression profiles

In total RNA recovered from EV and whole MIO-M1 cells, the relative expression of three over-represented miRNA (miR-21-5p, miR-29b-5p, and miR-148-3p) and three under-represented miRNAs (miR-125b-5p, miR-127-3p, and miR-181a-5p) was validated by real-time quantitative PCR (RT-qPCR) relative to the detection of an exogenous spike-in control (*cel-miR-39*) (Figure 7A). In addition, miR-30a-3p and miR-125B-5p, which were not determined to be DE between the two samples, were also validated. 

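In the sequencing counts, miR-29b-3p, the arm shown in Figure 7A, had a log2 fold change of 3.16 in EV against whole cells (standard error 0.68, adjusted p = 0.0121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was -2.43 for miR-127-3p (standard error 0.43, adjusted p = 0.00872 from the same edgeR test) and -2.60 for miR-181a-5p (standard error 0.56, adjusted p = 0.0121). None of these passed both limits. DESeq2 gave 2.85 for miR-29b-3p, -2.61 for miR-127-3p and -2.84 for miR-181a-5p, all past both limits. miR-23b-3p, which Figure 7A shows, had a log2 fold change of -1.41 by edgeR and -1.66 by DESeq2, under the limit of 2.5 in size with either tool.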

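The log2 fold change of miR-30a-3p was 0.61 (standard error 0.29, adjusted p = 0.182 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For miR-125b-5p it was -1.19 (standard error 0.49, adjusted p = 0.124 from the same edgeR test), and DESeq2 gave an adjusted p of 0.0149. Every EV library had more miR-30a-3p and less miR-125b-5p, on TMM-scaled counts, than every whole cell library.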

Each of the transcripts investigated was found to be expressed in both sample sources, and their relative enrichment profiles were comparable with the results of the DE analysis, with the exception of miR-181a-5p, which was not found to be downregulated in EV as compared to whole cell samples (−1.38 Log2FC). Comparison of fold changes between RNA seq and qPCR data revealed a significant correlation (Pearson’s *R* = 0.85; **p = 0.007, Figure 7B). This data confirms the validity of the sequencing analysis undertaken for miRNA obtained from both EV and whole cells.

**Figure 7:**
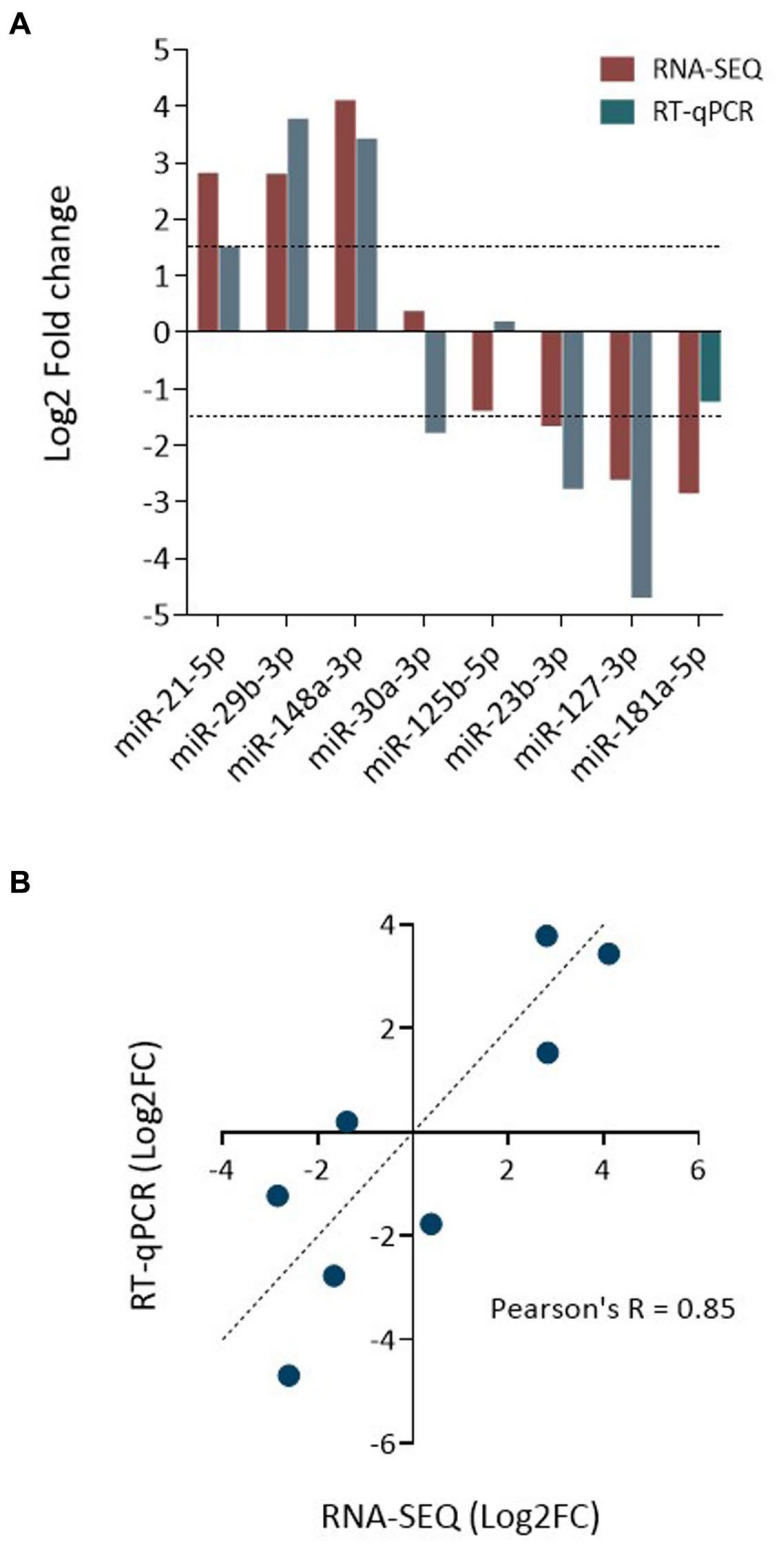
Validation of data obtained by miRNA sequencing. **(A)** Bar graph compares the relative enrichment (log2-fold change) of select miRNA between EV and donor cell samples, as determined by RNA-seq and qRT-PCR. The expression of three EV-enriched and three EV-depleted miRNAs was selected for validation, as were two control miRNAs. **(B)** Correlation analysis plot of miRNA expression as log2-fold change as determined by qPCR and RNA-seq. Shown is the linear regression analysis and Pearson’s correlation coefficient (Pearson’s *R* = 0.85; *R*^2^ = 0.73; **p = 0.007).

## Discussion

The present study provides the first analysis of the miRNA profile expressed in EV secreted by human Müller glial cells. Sequencing revealed a significant differential enrichment of a subset of transcripts in EV compared to the whole Müller cells from which they originated and showed substantial variability between the most abundant species in both preparations. Pathway analysis indicated that the most highly expressed miRNA transcripts observed in Müller-derived EV have experimentally validated gene targets within signalling pathways associated with cell growth, neuroprotection, and protection from apoptosis (Saiijilafu et al., 2013; Zhang et al., 2014; Levin et al., 2022).

Key to the potential neuroprotective function of Müller-derived EV are numerous observations in the literature that the molecular cargos of secreted vesicles are specific to their cellular origin (Mead and Tomarev, 2017; Ching et al., 2018). In addition to the established neuroprotective and metabolic functions of Müller glia, these cells also represent a multipotent adult stem cell population in the retina, and it is logical that their secreted EVs contain cargoes that reflect both of these characteristics. It was therefore of interest that many of the most highly expressed miRNAs detected in EV isolated from Müller glia have been previously detected in vesicles released by various adult stem cells. For example, our data indicated that miR-21-5p comprised 11.38% of the total read count in EV secreted by Müller cells, and it has also been detected in bone marrow-derived mesenchymal stem cell (BMSC)-secreted EVs where its transfer to target cells is thought to be responsible for the prevention of nucleus pulposus cell apoptosis and reductions in intervertebral disc degeneration *in vivo* (Cheng et al., 2018). Similarly, miR-16-5p, another Müller EV-enriched miRNA (10.3%), is also abundant in BMSC-derived vesicles and has been associated with diverse therapeutic outcomes in rodent, including spinal cord injury repair (Tian et al., 2022), enhanced wound healing (Yan et al., 2020), and amelioration of diabetic nephropathy through podocyte protection (Duan et al., 2021).

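miR-9-5p took 1.82% ± 0.769 (SD, n = 3) of the total count in EV and 0.938% ± 0.274 in whole cells. miR-100-5p took 1.34% ± 0.798 in EV and 0.700% ± 0.141 in whole cells. For miR-125a-5p the shares were 2.38% ± 1.45 in EV and 4.17% ± 1.04 in whole cells, and for miR-30d-5p they were 1.15% ± 0.492 and 1.86% ± 0.879. The libraries of the groups overlapped for each of these 4 miRNAs (two-sided exact permutation tests, p = 0.2 for the first 3 and 0.3 for miR-30d-5p). For miR-125b-5p the share was 4.95% ± 2.48 in EV and 11.0% ± 0.864 in whole cells, with every EV library below every whole cell library (two-sided exact permutation test, p = 0.1).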

We also found similarity between the most abundant miRNA species contained in EV secreted by human Muller cells in culture and those previously reported to be specific to primary Müller glia in the rodent retina: miR-16-5p, let-7a, let-7c, miR-125b-5p, miR-125a-5p, miR-9-5p, miR-100-5p, and miR-30d-5p (Wohl and Reh, 2016). It was observed that 34% of the total number of miRNA reads sequenced from our whole cell samples were assigned to members of the let-7 family, which were equivalently enriched in their secreted EV (32%). 

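The 9 mature members of the let-7 family, miR-98-5p included, together took 33.8% ± 2.09 (SD, n = 3) of the total count in whole cells and 31.1% ± 8.07 (SD, n = 3) in EV (two-sided exact permutation test, p = 0.7). The EV libraries were more variable, with 39.2%, 23.1% and 31.0% in replicates 1, 2 and 3. Members differed in direction. let-7f-5p took 5.84% ± 1.12 in EV and 2.42% ± 0.910 in whole cells, and every EV library lay above every whole cell library (two-sided exact permutation test, p = 0.1). let-7d-5p and let-7e-5p, chosen after their values were seen, were lower in EV, with a log2 fold change of -1.35 ± 0.28 (SE; edgeR, adjusted p = 0.0117) and -1.57 ± 0.40 (SE; edgeR, adjusted p = 0.0213), and stayed lower with RLE factors, library totals and upper-quartile factors. After removal of the trend on GC content of the precursor arm, an alternative chosen after the data had been seen, let-7f-5p was at 0.28 (edgeR, adjusted p = 0.617), let-7e-5p at -0.82 (edgeR, adjusted p = 0.128) and let-7d-5p at -1.48 (edgeR, adjusted p = 0.0111). The same removal lowered let-7g-5p from -0.53 (edgeR, adjusted p = 0.230) to -1.08 (edgeR, adjusted p = 0.0154). With GC content of the whole precursor let-7g-5p instead moved to -0.33 (edgeR, adjusted p = 0.421). With GC content of the arm and a block for replicate number it was at -1.08 (edgeR, adjusted p = 0.0720). Its value thus depended on the measure of GC content. No member passed the threshold of the edgeR test, and the sign of the small fold changes of let-7b-5p and let-7c-5p varied with the processing.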

Our data are, therefore, in agreement with previous findings suggesting that let-7 miRNAs are constitutively expressed by primary Muller glial cells in the mouse and the fish (Ramachandran et al., 2010; Wohl and Reh, 2016). Indeed, let-7 is critical to Müller cell function in the retina, playing a role in their proliferation in the mouse (Yao et al., 2016), and being essential to the process by which these cells are able to regenerate damaged neural tissue in the zebrafish via regulation of Shh signalling (Kaur et al., 2018). The fact that Müller glia appear to be exporting these let-7 family members as well as other Müller-essential miRNA species in such significant quantities may give new insight into their role in homeostatic extracellular signalling within the retina. Our previous study has shown very strong similarities between retinal organoid-derived Müller cells and the MIO-M1 cell line (Eastlake et al., 2021). Since only the MIO-M1 cell line was used in the present study, it will be important to investigate whether EV from Müller cells derived from other sources expresses a similar profile of miRNAs.

The present study also provides further evidence for the preferential enrichment of certain miRNA transcripts in EV compared to their cells of origin. Previous publications have demonstrated that in certain instances, short sequence motifs over-represented in certain miRNAs appear to control sorting into exosomes via interactions with RNA-binding proteins like hnRNPA2B1 (Villarroya-Beltri et al., 2013) and SYNCRIP (Santangelo et al., 2016). It was observed that more than 22% of the miRNA species present in Müller EV were significantly differentially enriched when compared with the whole cells. 

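Of the 395 miRNAs detected in EV, edgeR called 22 (5.57%) and DESeq2 called 53 (13.4%). The paper states that its data give further evidence for a preferential enrichment of some miRNAs in EV, and leaves open whether they are selected for export or purged.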

Whether these species are selected and packaged for export to play a specific role in extracellular signalling processes or whether certain species are simply purged via EV as part of internal post-transcriptional regulation is still unclear. Whilst validation of miRNA by quantitative RT-PCR was undertaken with only six of the DE miRNAs, we recognise that increasing the number of DE miRNAs chosen for validation would increase the power of our validation experiments. However, we believe that the six DE miRNAs selected, in addition to the two controls, are sufficient to verify the results. The number of genes validated is in line with the numbers of miRNAs used in comparable studies involving miRNA sequencing of exosome-derived samples (Huang et al., 2018; Nozaki et al., 2018; Wu et al., 2020).

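miR-21-5p, miR-16-5p, let-7a-5p, let-7b-5p, let-7f-5p and let-7i-5p together took 49.8% ± 5.60 (SD, n = 3) of the total count in EV, with 55.4%, 44.3% and 49.7% in replicates 1, 2 and 3. In whole cells the same 6 miRNAs took 33.9% ± 3.34 (SD, n = 3), less than in any EV library (two-sided exact permutation test, p = 0.1). These 6 miRNAs were taken as leading ones of EV, so the choice itself favours a larger share in EV. By mean share in EV, let-7i-5p ranked 7 with 4.62% ± 0.694 and miR-125b-5p ranked 6. Without EV replicate 1 the share of the 6 miRNAs was 47.0%, and without EV replicate 2 it was 52.6%.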

Although our data indicate that Müller EVs are associated with more than 395 different miRNA species, just 6 of these accounted for more than 50% of the total number of assigned reads: miR-21-5p, miR-16-5p, let-7a-5p, let-7b-5p, let-7f-5p, and let-7i-5p. Whilst further studies are required to identify the exact contribution of individual miRNA or combinations of miRNA needed for retinal neuroprotection, it may be possible to speculate that specific miRNAs present in very high quantities are likely responsible for any physiological effects observed on recipient cells. As one of the most abundant (11%) species detected in EV released by Müller glia, miR-21-5p makes an intriguing candidate that may exert neuroprotective functions. Despite associations with this miRNA as a biomarker in various cancers (Huang et al., 2013), several studies have ascribed a potential therapeutic role to this miRNA in neurodegenerative conditions of the CNS as well as the retina. Interestingly, *in vitro* overexpression of miR-21 in cortical neurons was found to suppress oxygen and glucose deprivation-induced apoptosis, whereas inhibition of endogenous miR-21 expression enhanced cell death through post-transcriptional regulation of cell death-inducing ligand FASLG (Buller et al., 2010). In a rodent model of spinal cord injury, upregulation of miR-21 was found to improve neuronal survival and promote functional recovery via the regulation of tumour-suppressor protein pdcd4 (Zhang et al., 2019), the same axis was also found to be responsible for the regulation of MSC-induced neuroprotection in an acute mouse glaucoma model (Su et al., 2017).

Analysis of the 20 most abundant miRNAs present in EV using the miRWalk target mining database indicated that the most significant interactions were predicted within biological networks and processes associated with cell growth and survival (Table 3). Of importance was a predicted modulation of the PI3K/AKT network, which has many experimentally validated interactions predicted for the most abundant EV miRNAs observed in this study, including miR-21-5p and miR-16-5p (Table 2). Whilst the PI3K/AKT pathway is active in developing tissue and is a source for complete axon regeneration in the peripheral nervous system (Saiijilafu et al., 2013; Zhang et al., 2014), its activity is suppressed in quiescent cells by the phosphoenzyme PTEN. Previous studies suggest that the direct suppression of PTEN, CASP2, and related pro-apoptotic genes by miRNA overexpression or synthetic siRNA delivery is capable of preventing the autophagy of neurons in rodent models of RGC depletion (Li et al., 2018; Thomas et al., 2021). It is therefore possible that a miRNA-induced downregulation of PTEN and subsequent activation of PI3K/AKT signalling may contribute to the neuroprotective effects attributed to Müller following whole cell transplantation studies (Singhal et al., 2012; Eastlake et al., 2019). However, further studies are needed to confirm this hypothesis. It should also be noted that the direction of modulation within these pathways is still unclear, and whilst some of the miRNAs present in Müller EV have been shown to inhibit PI3K-AKT signalling, others could promote its activity through the negative regulation of pro-apoptotic proteins such as BCL2.

Cellular survival has been demonstrated to be a fine balance between pro-apoptotic and pro-survival signals (Singh et al., 2019), and the ultimate fate of a given cell to the internalisation of Muller-EV miRNAs would likely depend upon the specific context and transcriptome of that cell as well as the quantity, stability, and availability of miRNAs received. Future studies comparing full transcriptome changes in retinal cells following exposure to Müller-EV will allow greater insight into the influence that these miRNAs may have *in situ* as well as their potential as a cell-based neuroprotective therapy.

## Conclusion

The present study constitutes the first report of the miRNA signature of EV derived from Muller glial cells. It provides an insight into this under-appreciated mechanism of intracellular communication and indicates the importance of further investigations to understand the neuroprotective secretome ascribed to these cells. The data presented here suggest that the release of vesicles abundant in miRNA, known to regulate anti-apoptotic signalling networks, may be a plausible component of the therapeutic effect observed following whole cell transplantation of Müller cells into the retina. Since previous studies also indicate that EVs released by some cells demonstrate preferential uptake by constitutive cells of the same tissue, as well as the ability to promote functions that are specific of that tissue (Zwi-Dantsis et al., 2020), it is possible that Muller glial cells may constitute a potential source for retinal-specific neuroprotective EV therapy. Furthermore, since Müller glia share the properties of radial glia in the central nervous system and are derived from the same precursors, it would be important to identify if there are any similarities between EV derived from Müller glia and EV derived from radial glia in the brain, and this merits further investigations. This would potentially open new avenues to explore new treatments for neurological disease.

## Data availability statement

The datasets presented in this study was deposited in the GEO repository, accession number GSE245286. Data can be accessed at: https://www.ncbi.nlm.nih.gov/geo.

## Author contributions

WL: Methodology, Writing – review & editing, Data curation, Formal analysis, Investigation, Validation, Writing – original draft. KE: Investigation, Methodology, Writing – review & editing, Resources. JL: Writing – review & editing, Data curation, Formal analysis, Software. NS: Writing – review & editing, Funding acquisition, Project administration, Resources. PK: Funding acquisition, Resources, Writing – review & editing, Conceptualization, Supervision. GL: Conceptualization, Resources, Supervision, Writing – review & editing, Funding acquisition, Methodology, Project administration, Visualization.

How the deposited data were processed for this re-analysis (not part of the article)

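Small RNA libraries from 3 samples of whole MIO-M1 cells and 3 samples of EV released by these cells were compared. The authors trimmed adapters, aligned the reads to miRBase and deposited, for each library, the raw count of reads that featureCounts assigned to each mature miRNA. The header of the deposited tables names featureCounts 1.5.0-p1 with strand setting 1, miRBase release 20 and Bowtie 1, while the methods name Bowtie2 and another release of miRBase. The values are whole numbers, and their sum in each library equals the number of assigned reads in Supplementary Table S3. The total count ran from 396025 to 3990900 in whole cells and from 1225541 to 3134561 in EV, and a count of 0 was taken to allow up to 3 counts of a library's total.

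Samples were grouped by the source named in their labels. Replicates were numbered by passage within each group. The residuals of libraries with the same number had correlations of 0.0203, 0.0395 and -0.0173, so the numbers were not taken as pairs. No library was a copy of another, as the smallest chi-square per degree of freedom between any pair was 41.9.

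miRNAs with at least 5 CPM in at least 3 of the 6 libraries were kept. Counts were scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood test) in R 4.3.3, with Benjamini-Hochberg adjustment, an adjusted p below 0.01 and an absolute log2 fold change of at least 2.5. DESeq2 1.42.0, the tool the paper names, was the main alternative. Log2 values used a pseudocount of 4. Shares were compared with two-sided exact permutation tests. Lists of miRNAs were tested with camera, at a preset correlation of 0.01, and with fry, both from limma 3.58.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Random steps used the seed 1.

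Both tools were tested on simulated data with 430 miRNAs, of which 200 were changed by a log2 value of 4. At a dispersion of 0.1, edgeR called 99.5% of the changed miRNAs and DESeq2 called 100%, with 0 of the 230 unchanged ones called by either. At the common dispersion of these libraries, 0.918, edgeR called 14.0% and DESeq2 63.5%. Each simulation used 1 dispersion for every miRNA and both groups, unlike the real data.

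The named miRNAs were chosen by a rule set before the data were examined. It takes every miRNA that the paper names in a results or discussion sentence on these libraries or among the leading ranks of Table 1, the 8 miRNAs of Figure 7, and the 5 called miRNAs with the largest change in each direction whose EV libraries all lie on the same side of the whole cell libraries. Of the latter, miR-126-5p, miR-590-3p and miR-9-3p were higher in EV, and only the first had all whole cell libraries at or under 3 counts. By its mean read counts in EV against that limit, miR-126-5p was at least 38.6-fold higher. miR-590-3p had a log2 fold change of 7.19 and miR-9-3p of 5.80.

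Alternatives covered the tool, the normalization, the filter, a block for replicate number, thinning to the smallest library, each library left out in turn, the thresholds, the denominator of shares, the rule for detection, the pseudocount and the set of miRNAs. Alternatives on GC content, on reads per starting molecule and on every name with let-7 were added after the data had been seen. Mature sequences were not used here, so GC content was that of the precursor arm, taken from GENCODE 29 precursors, which were matched for 2565 of the 2576 mature miRNAs. For the same reason no search for sorting motifs was run. Lists for the 14q32 cluster, the let-7 family, Müller glia, blood and serum, and annotations overlapping other non-coding RNA were written before the counts were examined, but after Table 2 had been read. Microscopy, particle tracking, protein, RNase and pathway results were not analysed here, and RT-qPCR values only as read from Figure 7A.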

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

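The test of the number of EV libraries was chosen after the counts had been seen. Outside the 430 miRNAs past the filter, which the paper discusses, 37 miRNAs had at least 20 CPM in an EV library and at most 3 counts in every whole cell library. They form a signal in data that the paper did not analyse, above the limit that a count of 0 allows. In the reverse direction, 6 miRNAs outside the filter reached 20 CPM in whole cells and had at most 3 counts in every EV library. A smaller depth of the whole cell libraries is argued against by whole cell replicate 2, which with 3990900 counts is the deepest of the 6. Of the 37 miRNAs, 27 had more than 3 counts in 1 EV library only, 10 in 2 and 0 in all 3. The highest by CPM, miR-548a-3p, was chosen after its values were seen and had 105 counts in EV replicate 1 and 0 in the other EV replicates. Reads copied from few starting molecules could give this pattern, but the number 27 cannot decide it, since a miRNA at this level in all 3 EV libraries would have passed the filter. The presence of single miRNAs in EV because of sorting, and differences between the cultures at each passage, stay open and were not tested.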

How the results depend on the processing

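The alternatives were set before the data were examined, except those named as added. The number of miRNAs called by edgeR, 19 higher and 6 lower in EV, changed with most of them, and the cause was not tested unless stated. DESeq2 called 42 higher and 30 lower, 72 in all, and with a prior on fold changes 43, 28 and 71. RLE factors gave 10 lower, library totals only gave 16 lower, and upper-quartile factors gave 18 lower and 38 in all. The higher miRNAs were 76% of the calls with TMM and between 52.6% and 58.3% with these factors. RLE factors moved the median log2 fold change from -0.23 to -0.41. Without a filter 22 were lower and 45 were called in all. At an adjusted p under 0.05 and a log2 fold change of 2.5, 51 were higher and 42 lower, 93 in all, because the threshold was looser. glmTreat, which tests against a log2 fold change of 2.5 itself, called 0 in either direction, with 154 miRNAs at an unadjusted p below 0.05 in the test against 0.

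Across the 6 fits that each left out a library (leave-one-out), the number called ran from 0 to 31, with 0 to 22 higher and 0 to 9 lower. It was 0 without whole cells replicate 3 (121 at an unadjusted p below 0.05) and 0 without EV replicate 2 (169). It was 7 without whole cells replicate 2, 11 without EV replicate 1 and 16 without whole cells replicate 1. These fits have fewer samples. The replicate block gave 18 calls and thinning gave 27.

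Among alternatives added after the data had been seen, dividing counts by reads per molecule gave 53 higher and 24 lower, 77 in all. GC of the precursor gave 3 lower. GC of the arm with replicate block gave 1 higher and 1 lower, 2 in all.

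Small fold changes of named miRNAs reversed. For let-7b-5p, -0.09 by edgeR, GC of the arm gave 0.63, GC of the precursor 0.28 and GC of the arm with replicate block 0.57. Its leave-one-out fits ran from -0.49 to 0.0699. For let-7c-5p, 0.23 by edgeR, DESeq2 gave -0.0104, the prior on fold changes -0.0101, RLE factors -0.0104, no filter -0.0649, reads per molecule -0.0239, GC of the arm -0.0344 and GC of the arm with replicate block -0.23, and leave-one-out fits ran from -0.43 to 0.43. For miR-342-3p, 0.23 by edgeR, GC of the arm gave -0.0271, and leave-one-out fits ran from -0.22 to 0.37. The cause was not tested.

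Detection in every library gave 256 miRNAs in EV and 241 in both groups, by construction of the stricter rule. The correlation of EV replicate 3 with EV replicate 1 was 0.188 among the 25% least abundant miRNAs, 0.789 with a pseudocount of 1 and 0.877 among the 23 miRNAs holding 75% of counts. With EV replicate 2 it was 0.0444, 0.814 and 0.924. The highest correlation of an EV with a whole cell library was 0.706 by Spearman, -0.195 among the 25% least abundant, 0.729 with a pseudocount of 1 and 0.691 among the miRNAs holding 75% of counts. The mean of the 9 pairs was 0.658 by Spearman, 0.768 with all miRNAs past the filter, -0.378 among the 25% least abundant, 0.676 with a pseudocount of 1 and 0.519 among the miRNAs holding 75% of counts. The 25% least abundant were selected by their mean over the same 6 libraries. A miRNA high in 1 group must then be low in the other, so negative values there can follow from the selection. The first component held 58.8% with a pseudocount of 1, 50.8% when scaled and 63.9% for the 75% most abundant, and the second held 20.1% and 19.3% in the first 2 of these. The cause was not tested.

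The shares of miR-21-5p, miR-16-5p, let-7a-5p, the let-7 family and the 6 leading EV miRNAs moved by less than the SD between replicates under pooled counts, a filtered denominator and back-transformed log2 values. The overlap of the lists of 20 was 12 under every alternative run for it. The trend on GC content of the mature miRNA was not run, because mature sequences were not used here. The depth limits statements on miRNAs at 0 in EV, since 3 starting molecules correspond to 21.0 CPM over the 3 EV libraries on the estimate given under the other observations.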

Differences from the paper's values

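With edgeR, 25 miRNAs were called against the paper's 77, 19 were higher in EV against the paper's 45 and 6 were lower against the paper's 32. Of the alternatives set before the data were examined, DESeq2, the tool that the paper's methods name, gave 72 in all, 42 higher and 30 lower, DESeq2 with a prior on fold changes gave 71, 43 and 28, and an adjusted p under 0.05 with a log2 fold change of 2.5 gave 93, 51 and 42, all within 1.5 times the paper's numbers. No filter closed the gap for lower miRNAs only, with 22. RLE factors, library totals, upper-quartile factors, at least 10 counts in every library, the replicate block, thinning, the adjusted p without a fold change limit, glmTreat and the 6 leave-one-out fits closed none of these gaps. Dividing counts by reads per molecule, an alternative chosen after seeing the values, gave 77 in all, the paper's total, but with 53 higher and 24 lower it did not give the paper's split, and this setting is not the paper's method. The paper's 77 include miRNAs that Table 2 lists with a log2 fold change under 2.5 in size. At the paper's stated limits, the fold changes and adjusted p in Supplementary Table S5 give 75 miRNAs, 44 higher and 31 lower. The log2 fold changes of DESeq2 and those of Supplementary Table S5 differed by a median of 0.00522 in size over the 430 miRNAs.

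The correlation of EV replicate 3 with EV replicate 2 was 0.874 against the paper's 0.85. The alternatives set before the data were examined did not close this gap, with Spearman 0.880, all miRNAs past the filter 0.879, a pseudocount of 1 at 0.814, the 25% least abundant at 0.0444 and the miRNAs holding 75% of counts at 0.924. In EV replicate 3, 13 miRNAs had 1 count against the paper's 23 in Supplementary Table S3. The other 5 libraries had the number that the table gives, and no alternative applied.

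The highest correlation between an EV and a whole cell library, 0.767, was above the limit the paper states. Spearman, with 0.706, a pseudocount of 1, with 0.729, and the miRNAs holding 75% of counts, with 0.691, closed this gap. All miRNAs past the filter, with 0.795, did not. The 25% least abundant, with -0.195, also lay below the limit, but their selection over the same libraries can itself lower this value. The paper ranks let-7a-5p above let-7b-5p in EV, and here let-7b-5p ranked 3 and let-7a-5p 4. The share of let-7a-5p in EV was 8.05%, against about 9.9% in Fig. 3C, read by eye, a gap within the spread between replicates. The paper lists miR-25-3p among the leading miRNAs of both groups, and here it was in the whole cell list only, with miR-151a-3p in the EV list. The paper states that the 6 leading miRNAs of EV hold the larger part of its reads, and here they held 49.8%, or 51.4% from back-transformed log2(CPM + 4) values and 52.6% without EV replicate 2. The share of EV miRNAs that were differentially enriched was 5.57% with edgeR and 13.4% with DESeq2, below the share the paper states. The first component held 60.9% of the variance, against about 43% in Fig. 3B, read by eye, and the second 17.8% against about 22%. The heatmap of Fig. 4, drawn on the most variable miRNAs, joins whole cell replicates 1 and 2 first and EV replicates 2 and 3 first, and here, over the 430 filtered miRNAs, whole cell replicates 2 and 3 and EV replicates 1 and 2 joined first. Of the miRNAs named here that Table 2 lists, miR-451a, miR-29b-3p, miR-181a-5p, miR-487a-5p, miR-18a-3p, miR-424-3p, miR-127-3p and miR-92a-3p were not called by edgeR and were called by DESeq2, and miR-16-5p, miR-221-3p, miR-23b-3p, miR-92b-3p, let-7d-5p and let-7e-5p were called by neither. Pearson's correlation of the edgeR log2 fold changes with RT-qPCR values of the 8 miRNAs, read by eye from Fig. 7A, was 0.854, against the paper's 0.85, and the sign was the same for 6 of them.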

Other observations

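The tests on low counts, on blood and serum miRNAs, within groups on GC content and without the members of Table 2 were chosen after the results had been seen. The tests of other splits, of GC content across miRNAs and within the 14q32 cluster were set before those results were seen.

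Of the 10 splits of the 6 libraries into 3 and 3, 1 split, the real one, gave as many edgeR calls, and the others gave 0. The same held for DESeq2. Since the share of splits cannot fall below 0.1 with 3 libraries in each group, the calls and a split arising by accident cannot be told apart by this count.

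The EV libraries held few miRNAs with low counts. A smaller depth of the EV libraries is argued against by whole cell replicate 1, which had the lowest total and still held 298 miRNAs with 1 to 9 counts, against 44, 28 and 25 in EV replicates 1, 2 and 3. A minimum count applied before deposition is argued against by the miRNAs with 1 count, of which the EV library with the fewest held 9. Over the EV libraries, 41 times a miRNA was at 0 in 1 library and at 20 CPM or more in both others, against 1 time in whole cells, and 3.04e-14 would be expected in EV from read sampling alone. Read sampling alone is argued against by these zeros. The sampling of molecules and differences between cultures could each add to these zeros, so their source stays open. If the zeros came from the sampling of molecules, the EV libraries would hold 62964, 60037 and 20172 starting molecules, or 19.5, 34.0 and 155 reads per molecule. The commonest counts in EV lay near these values, in the bins of 16 to 31, 32 to 63 and 128 to 255. Whole cell replicate 2, thinned to the molecules estimated for each EV library, held 386, 380 and 279.3 miRNAs on average, against 431, 427 and 329 in the EV libraries, and 836, 931 and 1019 when thinned to the same reads. The thinned numbers are all below those of EV, and the highest draws were 409, 403 and 295. Reads copied from few starting molecules are a candidate explanation, and a smaller repertoire of EV stays open as untested. Of the 35 miRNAs at 0 in all EV libraries, 13 would have had more than 3 molecules in EV at their whole cell share.

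The log2 fold change fell with GC content of the precursor arm over the 430 miRNAs (Spearman's rho -0.322, permutation p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 1.7e-05 over 10 relations). This is a correlation across miRNAs, which are not independent replicates. It was -0.342 among the 322 most abundant and -0.301 with GC of the whole precursor, both at the same p. The median log2 fold change was 0.92 for the 145 miRNAs of lowest GC content and -0.96 for the 143 of highest. All 9 pairs of an EV and a whole cell library had a negative rho, from -0.386 to -0.109. Within whole cells, the difference of each library from the mean of the others also followed GC content, with a rho of -0.483, 0.384 and 0.495 in replicates 1, 2 and 3, while in EV it was 0.00105, 0.0212 and -0.0707. These values within a group depend on each other, so that whole cell replicate 1 alone could give the 3 values. The trend as the whole cause of the calls is argued against, because 15 of the 25 calls stayed past the threshold after its removal, and all 25 kept their direction. With the replicate block added, only 2 stayed, against 16 with the block alone, while 20 kept a log2 fold change past 2.5 and 17 an adjusted p below 0.05. A GC-dependent step that differs between the 2 preparations is a candidate explanation of the trend. The RNA was extracted with different kits, so the kit and the group cannot be told apart, and sorting by sequence would give the same trend and stays open.

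The 14q32 cluster spans 197.7 kb of chromosome 14 in the deposited tables. Of its 48 miRNAs past the filter, 24 were higher and 24 lower in EV, and 7 were called. Within the cluster the log2 fold change had a rho of -0.471 with GC content (permutation p = 0.00082, adjusted p = 0.0012), so the GC trend within the cluster may account for part of the split directions. Sorting of single members stays open and was not tested.

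Among blood and serum miRNAs, 11 passed the filter, 8 were higher in EV and the median log2 fold change was 1.70, which stays at 1.70 with 3 members at their bound (limma's camera, adjusted p = 0.0110 over the 5 lists, and limma's fry, adjusted p = 0.00270). At an adjusted p below 0.05, 7 were listed over all miRNAs tested and 7 adjusted over the list alone. The list was written after Table 2 had been read, and 1 member is also in another list, so this is not independent evidence. The 5 members outside the filter, which Table 2 cannot hold, all had at most 3 counts in every whole cell library and more than 3 counts in an EV library. They come from 4 loci, of which only 2, those of miR-150-5p and miR-223-3p, lie away from every miRNA past the filter. Both were found in EV, against 43 of the 330 other such loci with a count in any library (Fisher's exact test, two-sided, p = 0.0180), a test that rests on 2 loci. miR-144-5p, miR-144-3p and miR-150-5p were counted in 1 EV library only. Among abundant members, miR-486-5p had 1491, 3489 and 3751 counts in EV and 65, 3493 and 1454 in whole cells, while miR-92a-3p fell by 2.51 and miR-25-3p fell by 0.73 on the log2 scale. Carry-over of blood or serum RNA into the EV preparation is a candidate explanation for members at most at 3 counts in whole cells, and reads from other libraries of the same run and export of rare miRNAs by the cells stay open and were not tested. On serum, the labels of the samples give 10% FCS, and the methods name a vesicle-depleted medium for the collection of EV. The fall of miR-92a-3p and miR-25-3p sets no limit on a small share, as whole cells express both.

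Of the annotations overlapping other non-coding RNA, 9 passed the filter, 7 were higher in EV and the median log2 fold change was 3.85, or 3.804 with 4 members at their bound (limma's camera, adjusted p = 0.0409, and limma's fry, adjusted p = 0.00384). None was called by edgeR, and 8 had an edgeR adjusted p below 0.05. DESeq2 called miR-7641, miR-4497, miR-4516, miR-1246 and miR-6087, all higher in EV. It did not call miR-6126, miR-663a, miR-4532 and miR-3687. This list too was written after Table 2 had been read, where miR-7641, miR-4516, miR-1246 and miR-6087 are listed as higher in EV. Its tests are therefore not independent evidence. The let-7 family, the miRNAs named for Müller glia and the 14q32 cluster did not move in a common direction, with adjusted p of 0.696, 0.696 and 0.371 by limma's camera and 0.330, 0.770 and 0.270 by limma's fry, and median log2 fold changes of -0.24, -0.22 and 0.0044. Limma's fry for changes of any direction gave an adjusted p of 6.09e-05, 0.00217 and 3.70e-06, a test that does not show both directions. With 48.4% of the 430 miRNAs not overlapping between the groups, such values are not specific to these lists. At an edgeR adjusted p below 0.05 were 3, 1 and 20 of their 9, 8 and 48 miRNAs. These went in both directions in the let-7 family and the 14q32 cluster. In the Müller glia list the only such member was miR-16-5p, higher in EV. No biological explanation was tested for these lists.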
